# Protein acetylation affects acetate metabolism, motility and acid stress response in *Escherichia coli*

**DOI:** 10.15252/msb.20145227

**Published:** 2014-11-28

**Authors:** Sara Castaño-Cerezo, Vicente Bernal, Harm Post, Tobias Fuhrer, Salvatore Cappadona, Nerea C Sánchez-Díaz, Uwe Sauer, Albert JR Heck, AF Maarten Altelaar, Manuel Cánovas

**Keywords:** flagella biosynthesis, isocitrate lyase, metabolic regulation, sirtuin

## Abstract

Although protein acetylation is widely observed, it has been associated with few specific regulatory functions making it poorly understood. To interrogate its functionality, we analyzed the acetylome in *Escherichia coli* knockout mutants of *cobB*, the only known sirtuin-like deacetylase, and *patZ*, the best-known protein acetyltransferase. For four growth conditions, more than 2,000 unique acetylated peptides, belonging to 809 proteins, were identified and differentially quantified. Nearly 65% of these proteins are related to metabolism. The global activity of CobB contributes to the deacetylation of a large number of substrates and has a major impact on physiology. Apart from the regulation of acetyl-CoA synthetase, we found that CobB-controlled acetylation of isocitrate lyase contributes to the fine-tuning of the glyoxylate shunt. Acetylation of the transcription factor RcsB prevents DNA binding, activating flagella biosynthesis and motility, and increases acid stress susceptibility. Surprisingly, deletion of *patZ* increased acetylation in acetate cultures, which suggests that it regulates the levels of acetylating agents. The results presented offer new insights into functional roles of protein acetylation in metabolic fitness and global cell regulation.

## Introduction

From bacteria to higher animals and plants, organisms need to adapt to their environment. Physiological processes are regulated at several levels, from transcriptional control of gene expression to allosteric effects on enzyme activities. Reversible post-translational modification is a fast mechanism for controlling the activity of proteins, and in particular, they are expected to have key relevance in metabolism, controlling the use of competing pathways (Heinemann & Sauer, 2010; Gerosa *et al*, 2013). Almost 200 different types of protein modifications have been described, with lysine residues harboring most types of modifications on its side chain (Hershko & Ciechanover, 1998; Martin & Zhang, 2005; Kai *et al*, 2010; Weinert *et al*, 2013a).

Although protein acetylation at lysine residues has been known to occur since the 1960s, it has emerged in the past 10 years as a highly prominent post-translational modification, widely spread in all domains of life. Conventionally, this reversible protein modification has been mainly linked to transcriptional regulation: Increased acetylation of histones decreases its interaction with DNA, thereby decreasing nucleosome compactness (Sterner & Berger, 2000). Recent studies have shown that a high percentage of proteins related to metabolism are lysine-acetylated (Yu *et al*, 2008; Zhang *et al*, 2009, 2012; Wang *et al*, 2010; Henriksen *et al*, 2012; Lundby *et al*, 2012; Van Noort *et al*, 2012; Kim *et al*, 2013). The bacterial paradigm of this regulation is *Salmonella enterica*, where acetyl-coenzyme A synthetase was the first enzyme whose activity was described to be reversibly regulated by lysine acetylation (Starai *et al*, 2002; Starai & Escalante-Semerena, 2004). In this microorganism, almost 200 proteins have been reported to be acetylated, and almost half of these targets are metabolic enzymes. Notwithstanding its widespread appearance, a thorough characterization of the functional implications that protein acetylation has on the bacterial physiology and, in particular, its metabolism is still largely lacking.

The enzymes involved in protein acetylation and deacetylation have already been described in several bacteria (Starai *et al*, 2002; Zhao *et al*, 2004; Gardner *et al*, 2006; Gardner & Escalante-Semerena, 2009; Crosby *et al*, 2010, 2012b; Nambi *et al*, 2010; Tucker & Escalante-Semerena, 2010; Mikulik *et al*, 2012; Hayden *et al*, 2013; Ho Jun *et al*, 2013). CobB, the first bacterial sirtuin-like deacetylase described, is capable of deacetylating acetyl-lysine residues using NAD^+^ as a substrate (Tsang & Escalante-Semerena, 1998). In *Bacillus subtilis,* NAD^+^-dependent and independent deacetylases coexist (Gardner *et al*, 2006; Gardner & Escalante-Semerena, 2009).

A Gnc5-like acetyltransferase, Pat, that uses acetyl-CoA as substrate was discovered in *S. enterica* (Starai & Escalante-Semerena, 2004). The only known lysine acetyltransferase in *Mycobacterium* is allosterically activated by cyclic AMP, and this metabolite is the main activator of virulence in these species (Nambi *et al*, 2010). It remains unclear whether other acetyltransferases and deacetylases exist in these microorganisms (Gardner *et al*, 2006; Nambi *et al*, 2010; Tucker & Escalante-Semerena, 2010; Crosby *et al*, 2012a).

Several recent proteomic studies have revealed that lysine acetylation is abundant in *E. coli*, the most recent one reported over 1,000 acetylated proteins (Yu *et al*, 2008; Zhang *et al*, 2009, 2012; Weinert *et al*, 2013b). Physiological implications of lysine acetylation in *E. coli* are subject of intense study and include altered activity of an array of different cellular machineries such as the acetyl-CoA synthetase, RNA polymerase, the chemotaxis response regulator (CheY), the regulator of capsule synthesis (RcsB), ribonuclease R (RNase R) and N-hydroxyarylamine O-acetyltransferase (Li *et al*, 2010; Thao *et al*, 2010; Castaño-Cerezo *et al*, 2011; Lima *et al*, 2012; Hu *et al*, 2013; Zhang *et al*, 2013; Bernal *et al*, 2014). Despite this recent progress, still relatively little is known about the physiological relevance of widespread protein lysine acetylation and how it is, in turn, affected by environmental conditions.

Here, we set out to understand how the protein acetylation state impacts the physiology of *E. coli*. We use for that knockout strains of *cobB* and *patZ*. The sirtuin CobB is the only deacetylase known in *E. coli*. Interestingly, the expression of the best-known acetyltransferase PatZ (formerly, YfiQ) is affected by metabolic signals (Castaño-Cerezo *et al*, 2011). Pathways affected by protein acetylation were identified in Δ*cobB* and Δ*patZ* mutant strains taking a systems approach utilizing dedicated proteomic and transcriptomic tools. Complementary, metabolic flux analysis and molecular biology studies were focused on the regulation of the central carbon metabolism (especially the acetate overflow and glyoxylate shunt routes) and signaling pathways related to chemotaxis and stress response.

## Results

In order to demonstrate how protein acetylation impacts the physiology of *E. coli*, we analyzed the effects of the deletion of its sole (known) lysine deacetylase (*cobB*) and its best characterized lysine acetyltransferase (*patZ*). Our experiments were performed under physiologically relevant conditions, selecting those where large changes in protein acetylation were expected. We have previously demonstrated that the expression of *patZ* is up-regulated by cAMP (e.g. upon glucose limitation or during growth on non-PTS carbon sources) (Castaño-Cerezo *et al*, 2011). The growth of the three *E. coli* strains was compared in glucose batch (non-carbon-limited) and chemostat (carbon-limited) cultures and in acetate (non-PTS carbon source) batch cultures. It was under gluconeogenic conditions, such as the acetate batch and carbon-limited chemostat cultures, that the phenotype of the Δ*cobB* mutant was most affected (Supplementary Fig S1). The severe growth impairment of the Δ*cobB* mutant during conditions of high expression of the *patZ* acetyltransferase led us to hypothesize that this effect was caused by increased lysine acetylation of proteins crucial for optimal growth.

### Mapping lysine-acetylated proteins in *Escherichia coli*

The profound phenotypic effects observed in the mutants could indicate that protein lysine acetylation patterns were altered (Table 1) (Castaño-Cerezo *et al*, 2011). In order to prove this, a proteomic study was carried out to identify and quantify acetylated peptides and relate changes in acetylation to observed physiological changes. Immunoprecipitation of acetylated peptides followed by high-resolution MS-based proteomics was performed: Stable isotope dimethyl labeling was used for the relative quantification of peptide acetylation ratios between strains (Boersema *et al*, 2009; Choudhary *et al*, 2009).

**Table 1:** Physiological characterization of *Escherichia coli* and its knockout mutants grown in glucose batch and glucose-limited chemostat cultures.

	Glucose batch cultures				
Physiology	wt	Δ*cobB*	Δ*patZ*	Δ*cobB*Δ*aceK*	Δ*patZ*Δ*aceK*
*μ*_max_ (h^−1^)	0.74 ± 0.02	0.68 ± 0.03	0.70 ± 0.01	0.65 ± 0.01	0.67 ± 0.01

*q*_glc_ [mmol/g/h]	−8.87 ± 1.19	−10.51 ± 1.74	−8.20 ± 0.16	−8.21 ± 0.44	−8.36 ± 1.79

*q*_acet_ [mmol/g/h]	4.42 ± 0.17	5.98 ± 0.22	3.97 ± 1.03	6.07 ± 0.15	4.49 ± 0.11

*Y*_cel/glc_ (g/g)	0.46 ± 0.03	0.36 ± 0.02	0.47 ± 0.01	0.44 ± 0.02	0.45 ± 0.04

	Glucose chemostat cultures				
Physiology	wt	Δ*cobB*	Δ*patZ*	Δ*cobB*Δ*aceK*	Δ*patZ*Δ*aceK*
*μ*_max_ (h^−1^)	0.23 ± 0.01	0.19 ± 0.01	0.23 ± 0.01	0.19 ± 0.01	0.23 ± 0.01

*q*_glc_ [mmol/g/h]	−2.70 ± 0.17	−3.68 ± 0.23	−2.64 ± 0.09	−2.55 ± 0.01	−2.85 ± 0.28

*q*_acet_ [mmol/g/h]	0.00 ± 0.00	0.63 ± 0.14	0.00 ± 0.00	0.62 ± 0.03	0.00 ± 0.00

*Y*_cel/glc_ (g/g)	0.47 ± 0.02	0.29 ± 0.02	0.48 ± 0.03	0.41 ± 0.01	0.45 ± 0.03

For each condition, four biological replicates were analyzed. Overall, 2,502 acetylated peptides were detected belonging to 809 different proteins (Supplementary Table S1). Approximately half of these proteins were acetylated on a single residue, while over 20% of the observed proteins were highly acetylated (i.e. modified in more than three sites) (Supplementary Fig S2). We quantified the relative ratio of peptide acetylation in Δ*cobB* and Δ*patZ* mutants compared to the wild-type under four different environmental conditions. As expected, the phenotypes of the mutants mirrored altered peptide acetylation ratios of proteins as detailed below (Supplementary Dataset S1).

The mutant Δ*patZ,* deficient in the best-known lysine acetyltransferase, did not lead to many changes in acetylation ratios in glucose cultures (Supplementary Fig S3A and C). Although a lower acetylation status was expected in this mutant, this was only the case in the chemostat cultures, where the abundance of almost 7% of the identified acetylated peptides was at least half compared to the wild-type (Fig 1A). However, none of the proteins with decreased acetylation levels have been demonstrated previously to be PatZ substrates. The acetylation ratios of the Δ*patZ* mutant in exponential phase glucose cultures were hardly altered compared with the wild-type (Supplementary Fig S3A), nor was its phenotype under this growth condition. It could be argued that, since in exponential phase the *patZ* gene expression is low, there should not be many differences in acetylation ratios in the Δ*patZ* mutant. However, also in glucose-limited chemostat cultures, the acetylation ratios did not show the expected trend (Fig 1A). This might be explained by the presence of at least 25 putative acetyltransferases existing in *E. coli* (Lima *et al*, 2012) that could potentially take over the function of PatZ. Surprising changes in the ratio of peptide acetylation were observed in the acetate cultures and, to lesser extent, in the stationary-phase glucose cultures in the Δ*patZ* mutant (Fig 1C; Supplementary Fig S3C). Deletion of *patZ* gene in acetate cultures led to an overall increased acetylation of the whole proteome: The acetylation ratio of 75% of peptides was more than twice that of the wild-type in acetate cultures (Fig 1C). Despite the high impact of *patZ* deletion on protein acetylation, no evident phenotypic effects were observed.

**Figure 1:**
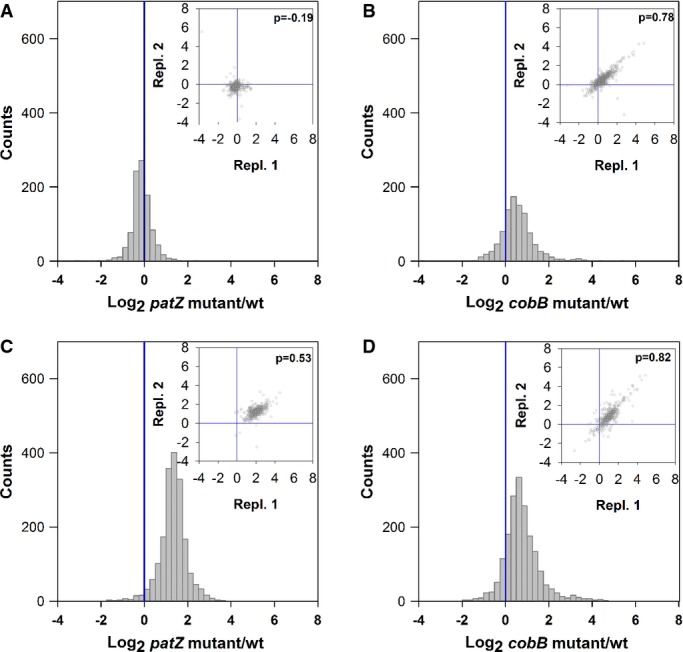
Frequency histogram of the acetylated peptide ratios (log_2_) of *Escherichia coli* Δ*patZ* and Δ*cobB* mutants referred to the wild-type strain A–D Bacteria were grown in minimal media: glucose-limited chemostat cultures (A, B) and batch acetate cultures (C, D). Acetylation data are expressed as the ratios for Δ*patZ*/wt (A, C) and Δ*cobB*/wt (B, D) strains. Frequency histograms represent the median of the log_2_ ratios from four biological replicates. Insert figures represent the correlation of acetylated peptide ratios in two biological replicates (Pearson's correlation of each condition/mutant comparison is shown on the plot). Source data are available online for this figure.

Deletion of *cobB* caused substantial phenotypic changes. The growth rate of this mutant was reduced in all conditions assayed (Table 1). Deletion of the only deacetylase known in *E. coli* should increase the degree of acetylation of proteins. Our results confirmed that CobB has a major role as deacetylase in *E. coli*. Over 17% of the acetylated peptides quantified showed increased acetylation under each of the chosen growth conditions (at least twofold in the Δ*cobB* mutant compared to the wild-type) (Fig 1B and D; Supplementary Fig S3B and D). The number of peptides with increased acetylation was higher in the conditions where the change in phenotype was more profound, that is, acetate and chemostat cultures (30 and 21%, respectively). Since the expression of an inactivated CobB protein, with a mutation in its catalytic H110 residue, did not rescue the phenotype of the *cobB* knockout mutant, we concluded that the phenotypic and proteomic effect observed in this mutant is caused by the absence of the deacetylase activity (Supplementary Fig S4).

The intriguing accumulation of acetylated proteins in acetate cultures was further analyzed. About 15% of peptide acetylation ratios were significantly different in the two mutants (Fig 2A). Statistical significance levels were determined by two-sample *t*-test, followed by multiple testing correction using permutation-based FDR < 0.05 (Tusher *et al*, 2001) (Supplementary Dataset S2). These differences in the protein acetylation profiles of the *patZ* and *cobB* mutants in acetate mirror the different degree of phenotype alteration observed. To get an insight on which of the acetylated proteins might be responsible for the different phenotypes, we focused on those with high acetylation ratios only in the *cobB* mutant. All acetylated peptides with a ratio twofold higher than the wild-type were analyzed; of these, 25 peptides were identified as highly acetylated only in the *cobB* mutant but not in the *patZ* mutant (two-sample *t*-test, adjusted for multiple testing using permutation-based FDR < 0.05) (Fig 2B; Supplementary Dataset S2). Proteins in this group which were acetylated at lysine residues which have been previously identified as relevant for their function were identified by manual curation (Fig 2C; Supplementary Table S2). These proteins could contribute to growth impairment in the *cobB* mutant. On the other hand, the higher acetylation levels observed in the Δ*patZ* mutant were probably caused by a deregulation of chemical acetylation. This may not alter cell growth significantly due to: (i) its lower specificity (probably affecting only a fraction of the total cellular protein), and (ii) due to the presence of an active CobB, which would deacetylate those proteins which are its true substrates and whose acetylation state is really crucial for cellular functions.

**Figure 2:**
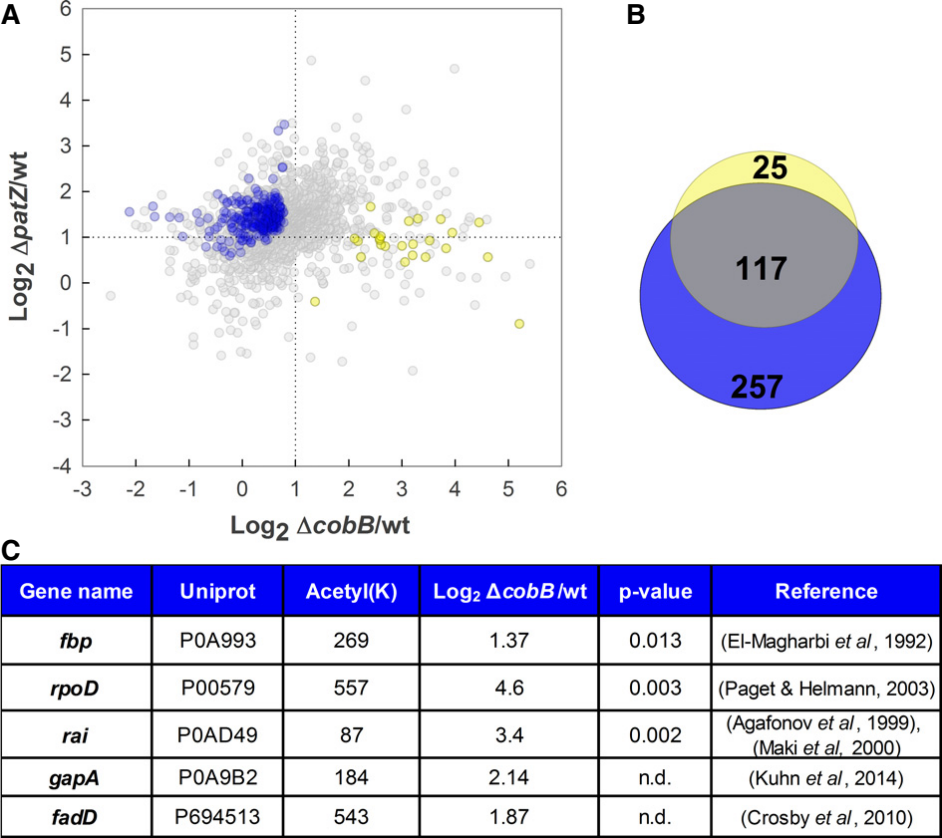
Differential protein acetylation in *patZ* and *cobB* mutants in acetate cultures Representation of the log_2_ acetylation ratio for Δ*patZ*/wt (*y*-axis) and Δ*cobB*/wt (*x*-axis) of peptides in acetate cultures. Values used were obtained from four biological replicates (*n* = 1,875 different acetylated peptides detected). Peptides with significantly different ratios in the *patZ* and *cobB* mutants are colored in blue and yellow, respectively (two-sample *t*-test, adjusted for multiple testing using permutation-based FDR < 0.05).Venn diagram showing the overlap of significant acetylated peptides with an acetylation ratio compared with the wild-type strain higher than 2 (FDR < 0.05). In blue are represented the number of significant acetylated peptides of Δ*patZ* and in yellow those for Δ*cobB* mutant. The overlapping grey region represents those peptides which are significantly acetylated in both mutants.Representative examples of proteins acetylated in the Δ*cobB* mutant in acetate cultures, but not altered in the *patZ* mutant, whose function is probably affected. Further information is detailed in the main text and in the Supplementary Materials and Methods. Source data are available online for this figure.

Acetylated sequences identified were analyzed in order to find an acetylation consensus motif (Fig 3A). This motif was similar to those previously reported by other authors (Weinert *et al*, 2013b). The glycine residue at position −1 is known to be conserved (Crosby *et al*, 2012a; Crosby & Escalante-Semerena, 2014), and, as previously reported, acetylated lysines are more likely found near other lysines, thus decreasing the length of the tryptic peptides (Choudhary *et al*, 2009; Weinert *et al*, 2011, 2013b). Another characteristic of the acetylation motif in *E. coli* is the high abundance of aspartic and glutamic residues close to the acetylated lysine, which has also been observed in the acetylome of rat and *Thermus thermophilus* (Lundby *et al*, 2012; Okanishi *et al*, 2013).

**Figure 3:**
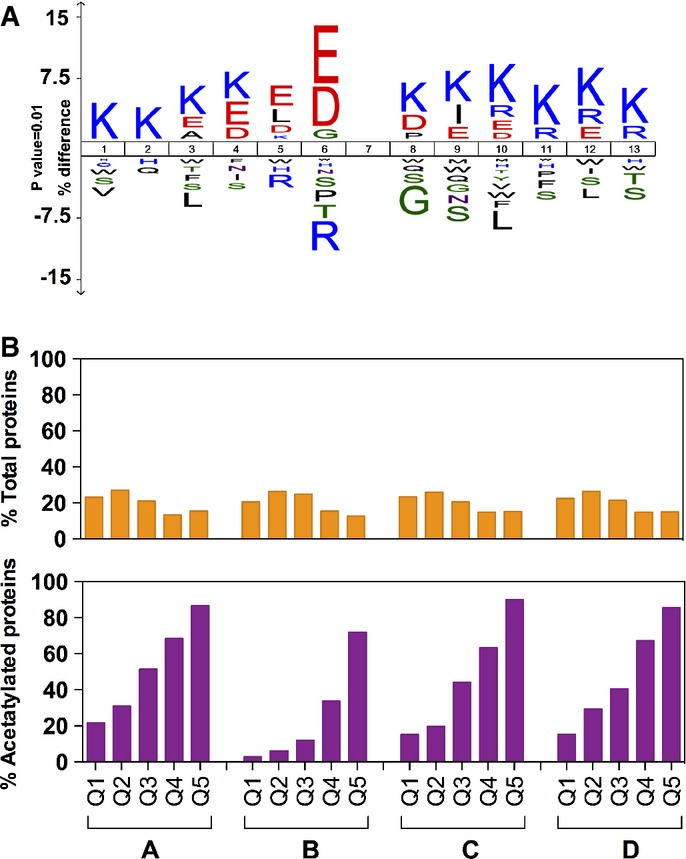
Analysis of acetylated proteins: acetylation motif and effect of protein abundance on acetylation Sequence motif surrounding acetylated lysines. Logo was created using the Icelogo software package. All acetylated peptides found with an acetyl (K) probability higher than 0.9 and a cutoff *P*-value < 0.01 were used.Frequency of protein acetylation detection as a function of protein abundance in the cell. Proteins in whole-cell extract protein digests were analyzed by LC-MS. Quantified proteins were sorted as a function of their relative abundance into five quantiles Q1–Q5. The less abundant proteins belong to Q1, and the more abundant ones to Q5. This analysis was performed for each experimental replicate and in all conditions assayed in this study: A, acetate cultures; B, chemostat cultures; C, glucose batch cultures exponential phase; D, glucose batch cultures stationary phase (*n* = 4 per condition). Upper bar plot: Orange bars represent the percentage of total proteins detected belonging to each quantile at each condition (*n* = 4). Lower bar plot: Purple bars represent the percentage of acetylated proteins belonging to each protein quantile. Further information is detailed in the Supplementary Materials and Methods. Source data are available online for this figure.

Importantly, detection of acetylated peptides is affected by protein abundance in the cell since minority proteins are likely out of the reach of current techniques. Therefore, the subset of acetylated proteins detected is biased toward those proteins whose concentration in the cell is high (Fig 3B; Supplementary Materials and Methods). The analysis of the functions of acetylated proteins (Gene Ontology terms) sheds light on the major biological processes affected. In our study, 64% of the modified proteins detected have a metabolic function, and almost 80% of these are involved in primary metabolism, for example, nucleotide and amino acid biosynthesis and carbohydrate metabolism (Supplementary Fig S5). Other represented functions in our dataset relate to sensing and stimulus responses, mostly proteins belonging to two component systems, such as ArcA, RcsB, CpxR and EvgA. Additionally, almost 7% of the acetylated proteins have a role in transcription (Supplementary Table S3). However, the frequency of these GO terms in the set of acetylated proteins reflects their own frequency in the whole genome, which means that no specific function is over-represented in the group of acetylated proteins and reveals that protein acetylation occurs on every type of protein independently of its function (Supplementary Materials and Methods).

Changes in the acetylation profiles are insufficient to infer regulatory roles. In an attempt to identify physiological roles of lysine acetylation, we focused on the pathways that were quantitatively most affected, driven by the physiology, gene expression and protein acetylation profiles of the mutants. The phenotype of the Δ*cobB* mutant was most affected in the acetate batch and carbon-limited chemostat cultures. In fact, inefficient growth and a clear shift in the acetate overflow were evident in carbon-limited chemostat cultures (Supplementary Fig S1), which led us to investigate the role of acetylation on the regulation of the two pathways that are essential for acetate assimilation: acetyl-CoA synthetase and the glyoxylate shunt. In addition, gene expression profiles underlined a clear effect on the motility and acid stress genes, which are both belonging to the RcsB regulon. In the following sections, major implications of protein lysine acetylation in these pathways will be dissected.

### The relationship between protein acetylation and acetate metabolism in *Escherichia coli*

In glucose-limited chemostat cultures, acetate overflow is a function of the dilution rate due to catabolite repression of the acetyl-CoA synthetase encoding gene (*acs*) (Vemuri *et al*, 2006; Valgepea *et al*, 2010; Renilla *et al*, 2012). The Δ*cobB* strain produces acetate in low dilution rate glucose chemostat cultures; in fact, it has a phenotype similar to the Δ*acs* mutant (Supplementary Fig S1), where yield is limited by its inability to scavenge overflown acetate (Renilla *et al*, 2012). The importance of the de-acetylation of this enzyme for acetate metabolization has been demonstrated in a previous study, where the Δ*cobB* mutant could not grow efficiently in acetate (Castaño-Cerezo *et al*, 2011). However, the reduced growth rate and biomass yield in acetate batch and glucose-limited chemostat cultures cannot be explained by the modification of one single enzyme, and, most likely, the phenotypes observed are the result of more profound effects exerted on other pathways essential for acetate assimilation.

To further demonstrate the effect of acetylation on acetate metabolism, the deacetylation of acetyl-CoA synthetase by CobB was demonstrated *in vitro*. This enzyme is more active in its deacetylated form: Activity increased 40 times after incubation with CobB compared to the control without the deacetylase or with the CobB inhibitor nicotinamide (NAM). Deacetylation was confirmed by Western blotting (Fig 4A). In these *in vitro* assays, CobB-catalyzed deacetylation of K609 and K617 was detected by LC-MS/MS (Fig 4B). The involvement of conserved K609 reversible acetylation on activity has been previously demonstrated in *Salmonella enterica* and other bacteria (Starai *et al*, 2002, 2005).

**Figure 4:**
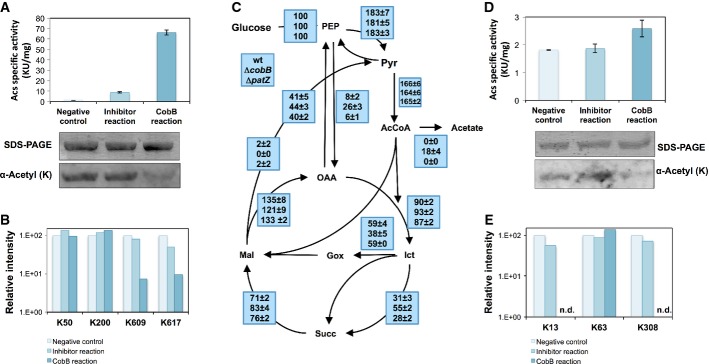
Regulation of acetate metabolism enzymes by lysine acetylation A, B *In vitro* deacetylation assays of acetyl-CoA synthetase (Acs). Affinity-purified enzymes were deacetylated with purified CobB. Negative controls were performed in the absence of CobB and in the presence of the CobB inhibitor nicotinamide (NAM). The effect of deacetylation was assessed by specific enzyme activity assays, Western blotting using an anti-acetyl-lysine antibody (A) and mass spectrometry (B). Relative intensities of the acetylated peptides found in each deacetylation reaction are shown for Acs in (B). Peptide intensities were normalized.C Metabolic fluxes in ^13^C-labeled glucose-limited chemostat cultures run at D = 0.2 h^−1^. Fluxes are normalized to the glucose uptake rate (100%). Glucose uptake flux (mmol/g/h) was 8.66 ± 0.21 in the wild-type strain, 9.08 ± 0.06 in the Δ*cobB* mutant and 8.17 ± 0.01 in Δ*patZ* mutant. Chemostat cultures were carried out in triplicate.D, E *In vitro* deacetylation assays of isocitrate lyase (AceA). Affinity-purified enzymes were deacetylated with purified CobB. Negative controls were performed in the absence of CobB and in the presence of the CobB inhibitor nicotinamide (NAM). The effect of deacetylation was assessed by specific enzyme activity assays, Western blotting using an anti-acetyl-lysine antibody (D) and mass spectrometry (E). Relative intensities of the acetylated peptides found in each deacetylation reaction are shown for AceA in (E). Peptide intensities were normalized. Source data are available online for this figure.

The increase of acetylation of acetyl-CoA synthetase was reflected by *in vivo* activity levels. Acetyl-CoA synthetase activity in the Δ*cobB* mutant is almost half of that of the wild-type in glucose-limited chemostat cultures and four times lower in acetate cultures (Supplementary Fig S6). The peptide-containing K609 was found in the wild-type strain and the Δ*cobB* mutant but was not present in the Δ*patZ* mutant, which supports that PatZ specifically acetylates acetyl-CoA synthetase (Supplementary Fig S7). Eight additional acetylation sites were found in acetyl-CoA synthetase in chemostat and acetate cultures, but none of their acetylation ratios showed significant changes in the *cobB* mutant, suggesting that they cannot be deacetylated by CobB (Supplementary Dataset S3).

The reduced growth rate and biomass yield of the Δ*cobB* mutant under acetate batch and glucose-limited chemostat conditions indicate that another acetate assimilation pathway could be affected. We hypothesized that the glyoxylate shunt might be affected by increased acetylation in the Δ*cobB* mutant, as this pathway is essential for growth on acetate as the sole carbon source and contributes to glucose catabolism in glucose-limited culture (Fischer & Sauer, 2003). To further explore the functional consequences of the acetylation of metabolic enzymes, intracellular fluxes were determined by ^13^C experiments (Supplementary Table S4). Flux through the glyoxylate shunt decreased by 34% in the Δ*cobB* mutant in glucose chemostat cultures (Fig 4C). The isocitrate node is an important regulation point for anabolism and catabolism. Isocitrate lyase (glyoxylate shunt) and isocitrate dehydrogenase (TCA cycle) compete for their common substrate, and fluxes through the node are regulated by reversible phosphorylation of isocitrate dehydrogenase (LaPorte & Koshland, 1983; Borthwick *et al*, 1984; LaPorte *et al*, 1984). It has been proposed in *S. enterica* that this metabolic node is controlled by the acetylation of the bifunctional isocitrate dehydrogenase phosphatase/kinase AceK (Wang *et al*, 2010). However, acetylation of AceK was not detected in our proteomic study. Also, quantification of metabolic fluxes in the Δ*cobB*Δ*aceK* and Δ*patZ*Δ*aceK* mutants demonstrated that lysine acetylation was not affecting AceK function (see Supplementary Materials and Methods for further information).

Once demonstrated that deficient functioning of the glyoxylate shunt was not due to the acetylation of AceK, the acetylation of other enzymes involved in the pathway was investigated. Clear evidence for the acetylation of isocitrate lyase was presented in the proteomic data, with thirteen acetylation sites identified of which five sites showed increased acetylation levels (K13, K34, K308, K326 and K331) in the Δ*cobB* mutant compared to the wild-type strain in chemostat cultures, and one site (K308) in acetate cultures (Supplementary Dataset S3). *In vitro* isocitrate lyase deacetylation assays showed that after the incubation with the sirtuin-like deacetylase CobB, the activity of AceA increased around 40% (Fig 4D). We have found that CobB deacetylates lysines 13 and 308 extensively, a reaction which is inhibited by nicotinamide (Fig 4E). This result is in agreement with previous finding that the acetylation of lysine 308 decreases AceA activity in *S. enterica* (Wang *et al*, 2010).

*In vivo*, relative quantification of the protein expression patterns in the different conditions revealed changes in protein levels in the Δ*cobB* mutant. Glyoxylate shunt proteins were less abundant in the Δ*cobB* mutant (approximately 50% of the levels observed in the wild-type) (Supplementary Fig S8; Supplementary Dataset S4). Finally, the enzyme activities of isocitrate lyase and isocitrate dehydrogenase were measured (Supplementary Fig S6). In acetate cultures and glucose-limited cultures, the activity of isocitrate lyase was lower in the Δ*cobB* mutant compared to the wild-type strain. This was especially true in chemostat cultures, where it decreased almost 20 times. This low activity is in agreement with the observed fluxes and cannot be solely explained by relative protein quantification. This suggests that the activity of isocitrate lyase is partially tuned by acetylation *in vivo*.

All these observations suggest that the regulation of the isocitrate node involves two post-translational modifications, phosphorylation and acetylation, both acting at different levels: a gross regulation mechanism undertaken by AceK that blocks the flux through the TCA cycle and fine-tuning regulation of the glyoxylate shunt, which is partially inhibited by acetylation.

### Protein lysine acetylation regulates cellular motility and acid stress response

A high number of acetylated transcriptional regulators have been found in our study. The post-translationally modified transcriptional regulators identified in any condition represent 7% of the total acetylation sites found (Supplementary Table S3). Many of the acetylated peptides identified showed increased acetylation in the Δ*cobB* mutant. Since the acetylation of transcription factors may impair DNA-binding or protein–protein interactions, affecting transcriptional regulation, changes in protein acetylation in the Δ*cobB* knockout mutant may indirectly tune the transcription of many genes. To test this, DNA microarray studies were performed in *E. coli* wild-type and its knockout strain Δ*cobB* (Supplementary Tables S5, S6, S7 and S8; Supplementary Dataset S5). 

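RNA was measured in 18 cultures of *E. coli* BW25113. The wild type, Δ*cobB* and Δ*patZ* were each grown in 3 replicate batch cultures on 20 mM glucose, harvested in the exponential phase, and in 3 replicate glucose-limited chemostats with 5 mM glucose in the feed and a dilution rate of 0.2 per hour. The RNA of each culture was hybridized to 1 Affymetrix GeneChip for *E. coli*, on which a probe set is a group of short probes for 1 transcript. The authors extracted the signals with Expression Console and normalized them with RMA, so that the values used here are log2 signals, from 2.13 to 14.8. The arrays carry 10208 probe sets, of which 4070 are annotated to genes of the K-12 genome, 1297 to its intergenic regions, 4646 to genes of other *E. coli* strains and 195 to controls or vectors. The main tests covered the 4070 probe sets for K-12 genes, 1 for each gene. Their median signal lay between 9.05 and 9.37 on each of the 18 arrays. The median of the probe sets for other strains, which K-12 RNA should not match, lay lower by 3.76 to 5.21. The median SD of a probe set over the 3 replicates was between 0.105 in Δ*cobB* chemostat cultures and 0.207 in Δ*patZ* chemostat cultures. Each comparison was fitted to the arrays of its 2 groups with limma, and *p*-values were adjusted over the 4070 probe sets by the method of Benjamini and Hochberg. With 3 arrays per group the number of arrays limits the precision, and an exact two-sided permutation test of 3 arrays against 3 cannot go below 0.1.

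As a check of the strains, *cobB* (b1120) had a signal of 5.42 ± 1.04 in Δ*cobB* and 9.14 ± 0.237 in the wild type (SD, *n* = 3) in batch cultures, and of 4.52 ± 0.592 and 8.62 ± 0.225 in the chemostat. For *patZ* (b2584) the signal was 5.05 ± 0.916 in Δ*patZ* and 8.84 ± 0.192 in the wild type in batch cultures, and 4.46 ± 0.700 and 11.1 ± 0.476 in the chemostat. In each culture the highest array of the mutant lay at least 2.24 below the lowest array of the other strains. In batch cultures the fall of *patZ* in Δ*patZ* had an adjusted *p* = 0.00874 in limma, and 0.0659 or 0.0702 without wild-type replicate 1 or 3.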

Genes differentially expressed in glucose exponential phase of batch cultures and steady state chemostat cultures in the Δ*cobB* mutant were analyzed using hierarchical clustering, showing that almost all significant changes were similar under both conditions. 

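In Δ*cobB*, 220 of the 4070 probe sets passed an adjusted *p* of 0.05 in batch cultures, 74 of them higher and 146 lower than in the wild type. In the chemostat 2645 probe sets passed, 1133 higher and 1512 lower. The alternative that moved these counts most also required an absolute log2 fold change of at least 1, which 103 probe sets met in batch, 62 higher and 41 lower, and 197 in the chemostat, 110 higher and 87 lower. Without wild-type replicate 1 the batch count was 110, 62 higher and 48 lower, and without Δ*cobB* replicate 1 it was 129, 63 higher and 66 lower. In the chemostat cyclic loess normalization gave 903 higher and 880 lower. Which direction has more probe sets thus depends on these choices in both cultures. All 3 mutant arrays lay on the same side of all 3 wild-type arrays for 748 probe sets (18.4%) in batch and 2878 (70.7%) in the chemostat, where chance gives 10%. In the chemostat the dim probe sets were higher in the wild type. The 25% of probe sets for K-12 genes with the lowest mean signal lay higher in the wild type than in Δ*cobB* by a median of 0.47, and for the 25% with the highest signal the same difference was -0.25.

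Of the 220 probe sets that passed in batch cultures, 193 (87.7%) had the same sign in the chemostat, 169 passed with the same sign in both, and 11 passed with opposite signs. A test of the difference between the effects in both cultures was passed by 55 of the 220. Of the 2685 probe sets that passed in at least 1 culture, 1456 (54.2%) had the same sign in both. This share was 48.0% without Δ*cobB* batch replicate 1, 62.9% without Δ*cobB* batch replicate 2, and 45.9% or 65.5% without wild-type batch replicate 2 or 3. Across all 4070 probe sets, which are not independent replicates, the log2 fold changes in both cultures had a Pearson correlation of 0.602 and a Spearman correlation of 0.140. Over the 220 probe sets Pearson's coefficient was 0.944. Without 58 flagellar and chemotaxis genes, the 43 tested genes of Fig 5B and 15 taken from Supplementary Tables S5 and S7, the Pearson correlation was 0.214 over all remaining probe sets and 0.633 over the 163 that passed in batch, and 136 (83.4%) of these 163 kept their sign in the chemostat.

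**Figure D1:**
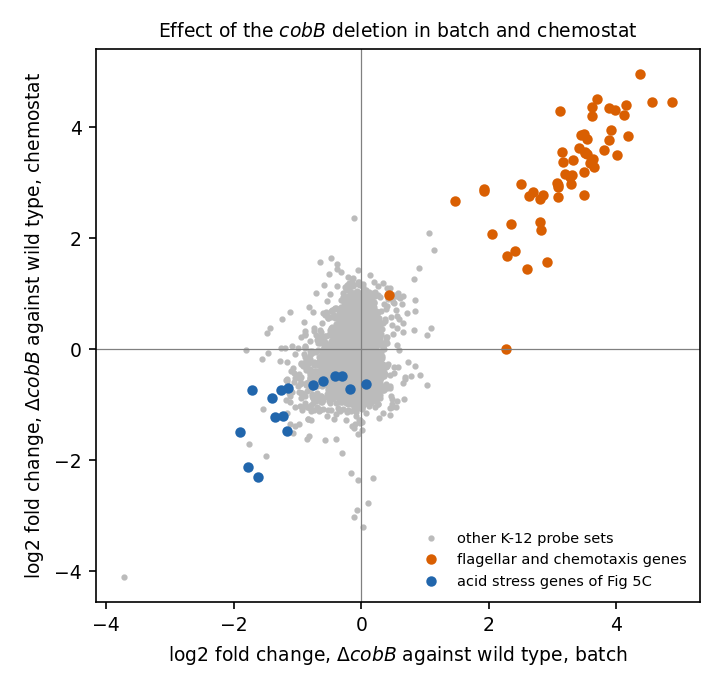
Log2 fold change of each K-12 probe set in Δ*cobB* against the wild type in batch cultures (horizontal axis) and in the chemostat (vertical axis), each from 3 arrays per strain. The flagellar and chemotaxis genes lie at the upper right, up to 4.88 in batch and 4.95 in the chemostat, and the other probe sets spread more widely along the vertical axis.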

Genes related to bacterial motility were found to be most up-regulated in Δ*cobB*, while some genes involved in stress and pH response revealed down-regulation (Fig 5A).

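Of the 30 largest rises among the probe sets that passed, 20 were of genes of Fig 5B, in batch and in the chemostat alike. The other rises among the 30 were of the 15 motility and chemotaxis genes taken from Supplementary Tables S5 and S7, which list genes for their rise on these same arrays, so their place among the largest follows in part from that choice. The largest rises outside this group, picked out after their values were seen, were a log2 fold change of 1.14 for *comR* in batch cultures and of 2.37 for *fimA* in the chemostat. The chemoreceptor gene *tar* (b1886) had a signal of 12.6 ± 0.0967 in Δ*cobB* and 8.04 ± 0.102 in the wild type in batch (SD, *n* = 3), a log2 fold change of 4.56 (standard error 0.119, adjusted *p* = 1.04e-06 from limma). After *cobB* itself, the largest falls in batch cultures were of *gadB* (-1.90), *entE* (-1.81), *hdeA* (-1.77) and *pfkB* (-1.76), of which *gadB* and *hdeA* belong to the acid stress response. In the chemostat they were of the propionate catabolic genes *prpD* (-3.19), *prpB* (-3.02), *prpC* (-2.90) and *prpE* (-2.77). The signal of *prpD* (b0334) was 8.81 ± 0.676 in Δ*cobB* and 12.0 ± 0.241 in the wild type in the chemostat (adjusted *p* = 1.50e-05), against 7.24 ± 0.684 and 7.22 ± 0.119 in batch. The difference between both effects was -3.22 (standard error 0.442, adjusted *p* = 0.000485).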

**Figure 5:**
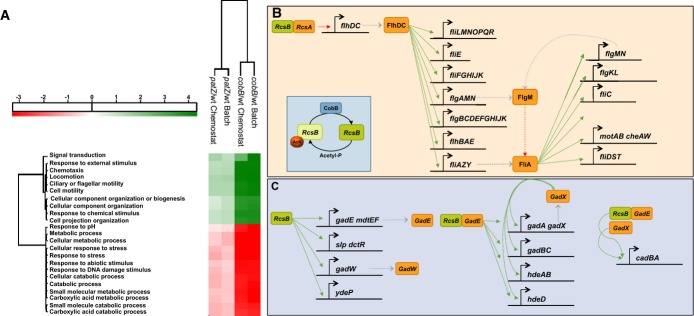
Microarray analysis of transcriptional response to *cobB* and *patZ* deletions in *E. coli* in batch and chemostat glucose cultures A Annotation matrix obtained from the gene expression microarray data where the main functions of the up- and down-regulated genes are grouped by their expression with a *P*-value threshold of 0.005; for further information see Geiger *et al* (2013). Gene expression data were referred to the wild-type strain and expressed as fold-change.B, C Transcriptional regulation of the flagellar regulon (B) and acid stress response genes (C) by RcsB (Keseler *et al*, 2013). Source data are available online for this figure.

The genes involved in the bacterial motility regulon can be classified into three functional groups according to the hierarchical regulation of their transcription (Fig 5B) (Liu & Matsumura, 1995; Claret & Hughes, 2002; Kalir & Alon, 2004). 

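Of the 44 genes drawn in Fig 5B, 43 had a probe set among those tested. In Δ*cobB* 42 of them were higher than in the wild type at an adjusted *p* of 0.05 in batch cultures and 42 in the chemostat, and adjusted over the list alone 43 and 42. Fig 5B presents these same arrays, and the counts over the list alone are not taken as independent evidence. The median log2 fold change was 3.28 in batch cultures (range 0.43 to 4.88) and 3.16 in the chemostat (range 0.01 to 4.95). Cyclic loess normalization moved these medians most, to 3.36 and 2.86. In class I, *flhD* (b1892, minus strand, 1975871 to 1976230 in the coordinates of the array annotation, whose genome version is not named) rose from 9.36 ± 0.210 to 11.3 ± 0.0672 in batch (SD, *n* = 3), a log2 fold change of 1.93 (standard error 0.138, adjusted *p* = 6.19e-05). In the chemostat its log2 fold change was 2.85 (standard error 0.127, adjusted *p* = 5.26e-08). For *flhC* (b1891), in the same operon, it was 1.93 in batch (standard error 0.208, adjusted *p* = 0.000925) and 2.88 in the chemostat (standard error 0.0921, adjusted *p* = 2.68e-09). The 29 genes of class II had medians of 3.15 in batch and 2.96 in the chemostat, the 9 genes of class III 4.00 and 3.94, and the 3 genes drawn under both classes, *flgM*, *flgN* and *flgK*, 3.45 and 4.29. A single gene did not pass in each culture. These were *fliY* in batch, with 0.43 (adjusted *p* = 0.261) against 0.97 (adjusted *p* = 4.43e-05) in the chemostat, and *fliR* in the chemostat, with 0.01 (adjusted *p* = 0.964), a sign that flips when each array is centred on its median, against 2.26 (adjusted *p* = 4.72e-06) in batch. The difference between both effects passed for *fliR* (adjusted *p* = 1.36e-05) and not for *fliY* (adjusted *p* = 0.0649).

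**Figure D2:**
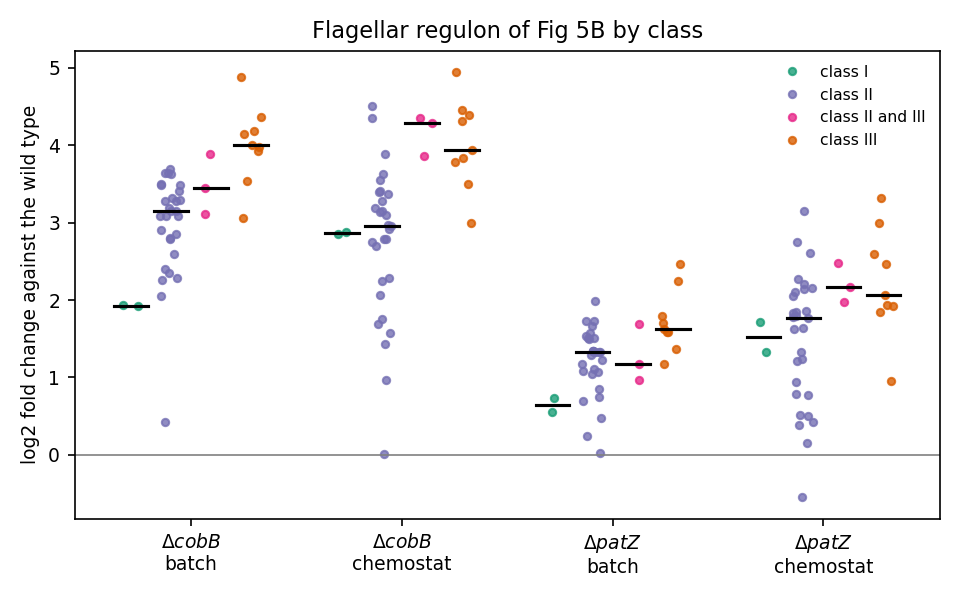
Log2 fold change against the wild type of each gene of Fig 5B, by class, in Δ*cobB* and Δ*patZ* from batch and chemostat cultures; points are genes and black lines are medians. In Δ*cobB* the class III genes have medians of 4.00 and 3.94 and the class I genes of 1.93 and 2.86.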

The up-regulation of class I, II and III genes suggest that probably one of the transcription factors regulating the *flhDC* operon is responsible for this global de-regulation. 

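The expression of the genes for regulators of *flhDC* was examined in 2 lists that were fixed before the data were examined, as were the comparisons with the wild type and between the mutants and the other gene lists. The first holds *rcsB* and *rcsA* from Fig 5B and the 6 regulators marked in Supplementary Table S3, *fur*, *ihfA*, *ihfB*, *ompR*, *crp* and *hns*. The second holds 11 genes taken from general knowledge and not from the paper, of which 10 were tested: *lrhA*, *qseB*, *ecpR*, *yjjQ*, *sutR*, *fliZ*, *acrR*, *csgD*, *rcsC* and *rcsD*. In batch cultures of Δ*cobB*, 1 gene of the first list passed an adjusted *p* of 0.05, and 1 adjusted over the list alone. This was *rcsA*, with a log2 fold change of 0.84 (standard error 0.121, adjusted *p* = 0.00529 from limma). In the second list 2 genes passed, and 3 adjusted over the list alone. These 2 were *fliZ*, which lies in the *fliA* operon, with 3.62, and *csgD*, with -0.88 (standard error 0.138, adjusted *p* = 0.00825). Without wild-type replicate 1 the adjusted *p* of *csgD* in batch was 0.0621.

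In the chemostat 2 genes of the first list passed, *rcsA* with -0.31 (adjusted *p* = 0.0215) and *ihfA* with -0.32 (adjusted *p* = 0.0408), and 0 adjusted over the list alone. Both depended on single arrays. For *rcsA* the adjusted *p* was between 0.0591 and 0.0781 without Δ*cobB* replicate 2 or wild-type replicate 1 or 2, and for *ihfA* between 0.0752 and 0.147 without Δ*cobB* replicate 1 or 2 or wild-type replicate 1 or 3. The effect on *rcsA* differed between the cultures by -1.14 (adjusted *p* = 0.00486). In the second list 8 genes passed, also adjusted over the list alone: *fliZ* (4.36), *lrhA* (0.76), *rcsD* (0.47), *acrR* (-0.34), *ecpR* (-0.67), *csgD* (-0.85), *yjjQ* (-0.86) and *qseB* (-0.91). After cyclic loess normalization *rcsA*, *ecpR*, *acrR* and *rcsD* no longer passed in the chemostat, and the other 5 genes apart from *fliZ* did, with the same sign.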

None of the transcriptional regulators of this operon showed differential gene expression in the Δ*cobB* mutant, suggesting that increased acetylation of a transcriptional regulator could be responsible for the differential expression of this regulon. The high alterations observed in both the expression of motility and chemotaxis genes and the acid resistance system in the Δ*cobB* mutant led us to think that the differential gene expression observed in the Δ*cobB* mutant could be caused by the inactivation of the transcription factor RcsB (Fig 5B and C).

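Both groups of genes were also tested as sets with camera, a test in limma of whether the genes of a set change more than the other genes. It was run with its preset correlation between genes of 0.01, and the *p*-values were adjusted over a family of 24 set tests. In Δ*cobB* the flagellar genes of Fig 5B were higher than in the wild type with an adjusted *p* = 2.37e-133 in batch cultures and an adjusted *p* = 4.95e-36 in the chemostat. The 16 acid stress genes of Fig 5C were lower with an adjusted *p* = 4.14e-13 in batch and an adjusted *p* = 1.41e-06 in the chemostat. All 4 calls also passed an adjusted *p* of 0.05 with fry, which takes the correlation between the genes from the arrays, and with camera when the correlation was estimated from the arrays. The largest adjusted *p* was 0.00093 with fry, for the acid stress genes in batch cultures, and 0.0456 with the estimated correlation, for these genes in both cultures. With each array left out in turn the 4 calls stayed past 0.05 with camera at the preset correlation. Neither fry nor the estimated correlation was run in this way. Both groups of genes come from figures that present these same arrays, so the set tests are no independent evidence.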

It has been previously described that in *E. coli* K154 of RcsB is chemically acetylated by acetyl-phosphate and this lysine is deacetylated by CobB (Hu *et al*, 2013). This lysine is located in the helix-turn-helix (HTH) LuxR-type domain that directly interacts with its consensus DNA-binding sequence (Zhang *et al*, 2002). The acetylation of this residue could modify the interaction of RcsB with some of the promoters of the genes analyzed. In our proteomic results, we observed a higher acetylation of K154 of RcsB in the Δ*cobB* mutant. This fact, together with the differential gene expression of the flagella regulon and acid stress response genes in this mutant, indicates that the acetylation of this transcription factor impairs RcsB activity. 

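The transcript of *rcsB* itself (b2217, plus strand, 2314197 to 2314847) had a signal of 11.6 ± 0.116 in Δ*cobB* and 11.6 ± 0.0375 in the wild type in batch cultures (SD, *n* = 3), a log2 fold change of -0.06 (standard error 0.115, adjusted *p* = 0.940 from limma). In the chemostat its log2 fold change was 0.11 (standard error 0.0936, adjusted *p* = 0.341). Neither difference passed, and after cyclic loess normalization the value in the chemostat was -0.10. From the rise of the flagellar genes and the fall of the acid stress genes in Δ*cobB*, together with the higher acetylation of K154 of RcsB in this mutant, the paper proposes, as a hypothesis that it goes on to test with mutants, that acetylation impairs the activity of RcsB.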

To prove this hypothesis and observe the physiological consequences of the acetylation of this transcription factor, further experiments were carried out.

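Among the genes downstream of *flhDC*, *fliA* (b1922), which encodes the sigma factor of class III, had a log2 fold change of 3.69 in Δ*cobB* in batch cultures (standard error 0.154, adjusted *p* = 1.90e-06 from limma) and of 4.50 in the chemostat (standard error 0.133, adjusted *p* = 1.81e-09). The flagellin gene *fliC* (b1923) rose from 8.24 ± 0.549 in the wild type to 13.1 ± 0.0795 in Δ*cobB* in batch (SD, *n* = 3), and from 9.74 ± 0.415 to 14.2 ± 0.113 in the chemostat. These are log2 fold changes of 4.88 (standard error 0.251, adjusted *p* = 6.46e-06) and 4.45 (standard error 0.175, adjusted *p* = 1.62e-08). With each array left out in turn, the value for *fliC* stayed between 4.62 and 5.17 in batch and between 4.26 and 4.67 in the chemostat. A further 15 motility and chemotaxis genes, not drawn in Fig 5B, had medians of 3.54 in batch and 3.52 in the chemostat. They were taken from Supplementary Tables S5 and S7, which list genes for their rise on these same arrays, so that their rise is no independent evidence.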

The acetylation of lysine 154 in the Δ*cobB* mutant increased the expression of the flagella regulon, provoking an increase in motility and number of flagella compared with the parent strain (Fig 6A1–2 and B1–2), showing a behavior similar to the *rcsB* null mutant (Fig 6A3 and B3). Loss of function of acetylated RcsB also triggered the down-regulation of the acid stress response genes. 

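Of the 16 acid stress genes drawn in Fig 5C, 15 were lower in Δ*cobB* than in the wild type in batch cultures and 16 in the chemostat. At an adjusted *p* of 0.05 from limma 9 were lower in batch and 16 in the chemostat, and adjusted over the list alone 12 and 16. As with Fig 5B, the counts over the list alone are not taken as independent evidence. The median log2 fold change was -1.20 in batch and -0.73 in the chemostat. The 1 gene that was not lower in batch was *cadA*, with 0.07 (adjusted *p* = 0.953). Cyclic loess normalization moved the count in the chemostat to 12 and the median to -0.83, and no gene that passed changed its sign after centring of the arrays or cyclic loess.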

Survival in an acidic environment requires glutamate, lysine or arginine decarboxylase enzymes. These proteins catalyze the decarboxylation of these amino acids consuming a proton in the reaction, thus maintaining the pH homeostasis. 

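The regulator gene *gadE* (b3512, plus strand, 3655996 to 3656523) had a signal of 8.15 ± 0.266 in Δ*cobB* and 9.31 ± 0.171 in the wild type in batch cultures (SD, *n* = 3), a log2 fold change of -1.16 (standard error 0.167, adjusted *p* = 0.00529 from limma). In the chemostat the signals were 7.80 ± 0.137 and 9.27 ± 0.117, with a log2 fold change of -1.47 (standard error 0.102, adjusted *p* = 2.93e-06). For the chaperone gene *hdeB* (b3509) the log2 fold change was -1.62 in batch (standard error 0.121, adjusted *p* = 8.10e-05) and -2.30 in the chemostat (standard error 0.121, adjusted *p* = 2.25e-07). The signal of *hdeA* (b3510) was 10.3 ± 0.142 in Δ*cobB* and 12.4 ± 0.326 in the wild type in the chemostat, a log2 fold change of -2.12 (adjusted *p* = 3.60e-06). The decarboxylase gene *gadA* fell by 1.15 in batch and 0.70 in the chemostat, and the antiporter gene *gadC* fell by 1.26 and 0.73, each with an adjusted *p* of at most 0.00343. Of the lysine decarboxylase operon neither gene passed in batch, where *cadB* had -0.18 (adjusted *p* = 0.885), while in the chemostat *cadB* had -0.72 (adjusted *p* = 0.000653) and *cadA* -0.62 (adjusted *p* = 0.00174).

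**Figure D3:**
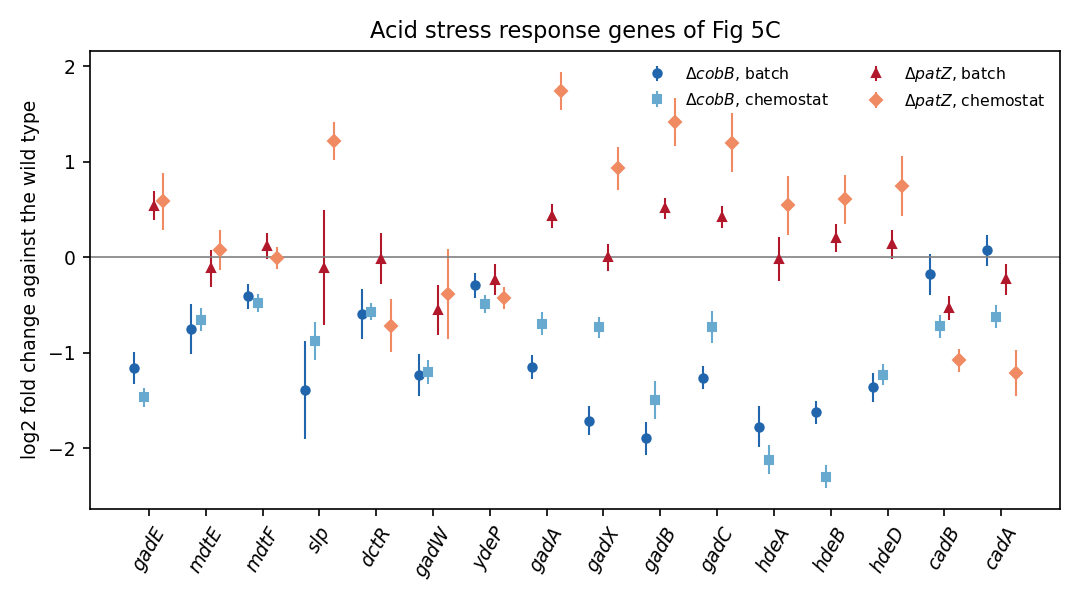
Log2 fold change against the wild type of the acid stress genes of Fig 5C in Δ*cobB* and Δ*patZ* from batch and chemostat cultures; error bars are standard errors from limma, with 3 arrays per group. In Δ*cobB* the points lie at or below 0.07, and in Δ*patZ* they lie on both sides of 0, between -1.21 and 1.74.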

The genes belonging to glutamate-dependent acid response system (AR2), the acid response chaperones *hdeA* and *hdeB*, and others belonging to this survival system (Fig 5C), all of them activated by RcsB, were down-regulated in the Δ*cobB* mutant. Acid survival of *E. coli* strains was assessed after 2 h of incubation at low pH (2.5) (Fig 7). The deletion of *rcsB* impaired acid stress survival. In contrast, survival of the Δ*cobB* mutant, albeit highly affected, was slightly higher, which is consistent with low level expression of acid resistance-related genes in this mutant.

**Figure 6:**
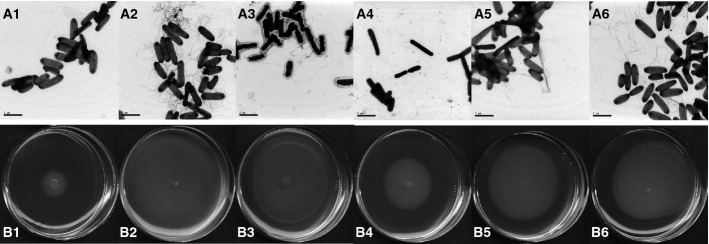
Physiological effects of the inactivation of RcsB due to the acetylation of lysine 154 in *E. coli* A, B Presence of flagella (A) and mobility assays in semisolid agar (B) of the *E. coli* wild-type strain (1) and mutants Δ*cobB* (2), Δ*rcsB* (3), Δ*rcsB*+p*rcsB*-K154R (4), Δ*rcsB*+p*rcsB*-K154Q (5) and Δ*rcsB*+p*rcsB*-K154E (6) was assessed. For both assays, *E. coli* wild-type and its mutants were harvested at the exponential phase of cultures.

**Figure 7:**
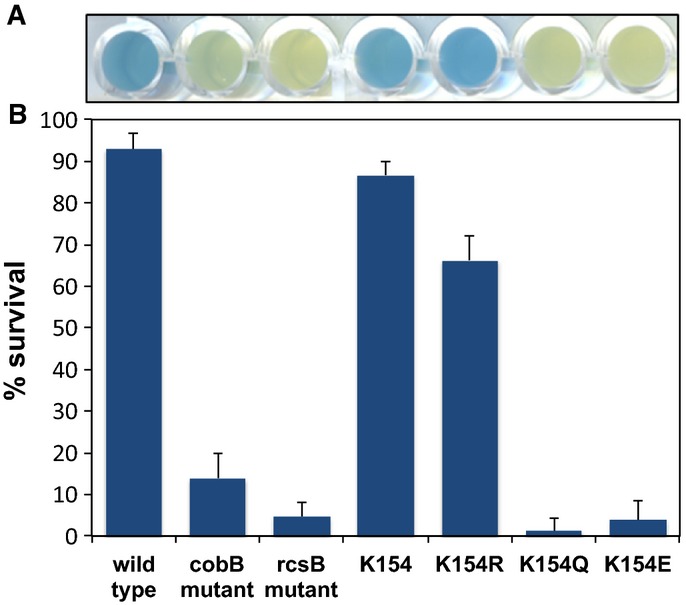
Effect of RcsB inactivation on acid stress response Glutamate decarboxylase (Gad) enzyme activity. Colorimetric enzyme activity assay was followed by the consumption of H^+^ increasing the pH of the reaction *in vitro*. The increase of pH was detected by the color turn from yellow to blue of the pH indicator bromocresol green.Acid stress survival of the different *E. coli* mutants. The effect of *cobB* and *rcsB* deletion on acid stress survival of *E. coli* was analyzed. The *rcsB* knockout mutant was complemented with the *rcsB* wild-type gene (K154) and its different mutants mimicking different acylation states of lysine 154 (K154R, K154Q and K154E). Bacteria were grown overnight in minimal medium with pH 5.5 to pre-adapt them to growth at low pH. These bacteria were subjected to acid stress for 2 h (pH 2.5), and cell survival was measured afterward. Mean values ± SD are shown (*n* = 3). Source data are available online for this figure.

To demonstrate that the acetylation of lysine 154 is responsible for the phenotypic and transcriptional changes, site-directed mutagenesis was performed in order to mimic the electrostatic charge of a non-acetylated lysine (K154R) or an acetylated lysine (K154Q). Shifting this residue to a negatively charged glutamate (K154E) would mimic a succinylated lysine. These mutants were transformed into a Δ*rcsB* background (Fig 6A4–6 and B4–6). The non-acetylated K154R RcsB mutant has a similar phenotype to the native construction, meaning that this mutation does not affect its function. In contrast, impaired electrostatic interaction with DNA in the K154Q and K154E RcsB mutations, mimicking the effect of a permanently acetylated or succinylated lysine, showed the same behavior as the Δ*cobB* mutant (Fig 6A5–6 and B5–6). Similarly, the mutations of K154 of RcsB also affected acid stress survival. Acid survival was higher in the non-acetylated lysine mimic (K154R) and almost negligible in the K154Q and K154E acetylation and succinylation mimics (Fig 7B). Accordingly, glutamate decarboxylase activity was high in the wild-type, Δ*rcsB* complemented with *rcsB* and Δ*rcsB* containing the plasmid with the *rcsB* K154R mutant strains, while activity was low in Δ*cobB* and Δ*rcsB* mutants and in Δ*rcsB* complemented with *rcsB*-K154Q and K154E (Fig 7A).

Altogether, these data demonstrate that acetylation of lysine 154 of RcsB impairs its function, affecting flagella biosynthesis and bacterial motility and decreasing acid stress survival.

## Discussion

In recent years, several global acetylome characterizations have been reported in both prokaryotes and eukaryotes, but functional evidence for the diverse roles of reversible protein acetylation is still scarce. In this study, we addressed this issue by taking a systems biology approach, merging proteomic, transcriptomic, metabolomic and flux data with molecular biology studies. This allowed us to demonstrate that the deacetylase activity of CobB is global, contributing to the deacetylation of a large number of substrates. Therefore, deletion of CobB has a major impact on bacterial physiology. Lysine acetylation affects protein function and cell phenotype directly, modulating the activity of metabolic enzymes, or indirectly affecting transcriptional regulators. Regulation of particular physiological processes has been demonstrated *in vivo*: Protein deacetylation by CobB activates acetate metabolism and regulates flagella biosynthesis, motility and acid stress survival.

The link between acetate metabolism and protein acetylation is well known (Starai *et al*, 2002; Gardner *et al*, 2006; Crosby *et al*, 2010; Weinert *et al*, 2013b; Kuhn *et al*, 2014). In addition to its well-demonstrated role in the regulation of acetyl-CoA synthetase, we have also shown that acetylation of isocitrate lyase contributes to regulating the flux through the glyoxylate shunt. Wang *et al* have recently described that protein acetylation affects the relative activity of glycolysis, gluconeogenesis and glyoxylate shunt in *S. enterica* by targeting the activity of the glyceraldehyde-phosphate dehydrogenase, isocitrate lyase and isocitrate dehydrogenase phosphatase/kinase (Wang *et al*, 2010). There is some controversy about the reproducibility of these results (Crosby *et al*, 2012a). In fact, we have not observed the acetylation of AceK in *E. coli*, and our results suggest that its activity is not regulated by acetylation.

Besides the existence of several protein acetyltransferases which may differ in their specificity toward targeted proteins and in the environmental signals to which they respond, there are increasing evidences that many proteins are either chemically or autocatalytically acetylated (Ramponi *et al*, 1975; Barak *et al*, 2004; Schwer *et al*, 2009; Kuo & Andrews, 2013; Weinert *et al*, 2013a,b, 2014; Kuhn *et al*, 2014). The high protein acetylation ratios of the Δ*patZ* mutant in acetate cultures are in agreement with this hypothesis and suggest that PatZ could modulate chemical acetylation by regulating the levels of acetylating metabolites. A high acetyl-CoA synthetase activity in the *patZ* mutant could lead to increased intracellular concentration of acetyl-CoA. However, deletion of *patZ* did not alter the pool of acetyl-CoA, succinyl-CoA and free CoA (Supplementary Fig S10). Acetyl-phosphate could also be responsible for this acetylation pattern; in fact, the activity of phosphotransacetylase (Pta) also increased in the Δ*patZ* mutant (Supplementary Fig S6). It could be argued that, during evolution, organisms may have evolved two complementary strategies in order to fight chemical acetylation: acetyltransferases, regulating the synthesis of acetylating agents, and deacetylases, removing acyl moieties from proteins.

The abundance of acid residues in the protein acetylation motif can shed light on the specificity of protein modification and explain why chemical acetylation is frequent even under mild physiological conditions. Acid residues are also over-represented in the lysine acetylation motifs of mitochondrial and cytoplasmic proteins in rat (Lundby *et al*, 2012) and other microorganisms (Okanishi *et al*, 2013). Aspartate and glutamate residues in the vicinities of targeted lysines could enhance the nucleophilicity of lysine residues, which could attack acetylating agents. This mechanism would be in agreement with both enzymatic and chemical acetylation (Yan *et al*, 2002; Smith & Denu, 2009; Weinert *et al*, 2013b).

We have demonstrated that increased acetylation of RcsB exerts several physiological effects: It impairs flagella synthesis, motility and chemotaxis and compromises acid stress survival. Switching the electrostatic charge of the residue 154 of RcsB demonstrated that the positively charged side chain of K154 is essential for DNA binding, since K154Q, K154R and K154E mutants showed similar phenotypes. This suggests that any post-translational modification affecting local charge at this residue, including other acylations such as succinylation (Colak *et al*, 2013), would yield a similar effect. 

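In Δ*patZ*, 55 of the 4070 probe sets passed an adjusted *p* of 0.05 in batch cultures, 40 higher and 15 lower than in the wild type, and 1766 in the chemostat, 878 higher and 888 lower. With all 18 arrays in 1 fit 128 passed in batch, 51 higher and 77 lower, and after cyclic loess 961 in the chemostat, 542 higher and 419 lower. With an absolute log2 fold change of at least 1 as well, 353 passed in the chemostat, 99 higher and 254 lower. Which direction has more probe sets thus depends on these choices in both cultures. The batch count depended on single arrays. It was 28 without Δ*patZ* replicate 1, and 1, 24 or 10 without wild-type replicate 1, 2 or 3. In the chemostat 1143, 993 or 1163 passed without wild-type replicate 1, 2 or 3. The arrays of the mutant lay apart from those of the wild type for 668 probe sets (16.4%) in batch and 2429 (59.7%) in the chemostat, where chance gives 10%. As in Δ*cobB*, dim probe sets were higher in the wild type in the chemostat, by a median of 0.59 for the 25% of K-12 genes with the lowest signal.

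The log2 fold changes of both mutants had a Pearson correlation of 0.509 across the 4070 probe sets in batch cultures and of 0.732 in the chemostat. Both mutants are compared with the same wild-type arrays, which alone makes their effects correlate. In 100 simulated pairs of unchanged mutants the correlation was between 0.457 and 0.556 in batch and between 0.423 and 0.566 in the chemostat. The simulation drew the noise of each probe set independently. On the real arrays dim probe sets shifted together, so the simulated ranges may be too narrow. With single arrays left out it stayed between 0.405 and 0.581 in batch and between 0.692 and 0.755 in the chemostat. Leaving out the 58 flagellar and chemotaxis genes gave 0.182 in batch, below the 0.446 to 0.553 of mutants simulated without these genes, and 0.712 in the chemostat, above the simulated 0.405 to 0.554. Of the probe sets that passed in at least 1 of the mutants, 176 of 235 (74.9%) had the same sign in batch and 2507 of 2854 (87.8%) in the chemostat. The shared arrays favour equal signs as well, and these shares were not compared with simulated mutants. A direct comparison of Δ*cobB* with Δ*patZ* was passed by 227 probe sets in batch, 96 of them higher and 131 lower in Δ*cobB* (206 and 177 with all 18 arrays in 1 fit, and 71 and 38 with an absolute log2 fold change of at least 1), and by 338 in the chemostat, 90 higher and 248 lower. Without Δ*cobB* replicate 1 or 2 the count was 125 or 144 in batch and 129 or 133 in the chemostat, and without Δ*patZ* replicate 1 or 2 it was 863 or 217 in the chemostat.

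The flagellar genes of Fig 5B had a median log2 fold change of 1.33 in Δ*patZ* in batch cultures and of 1.84 in the chemostat. In batch 29 were higher and passed, and 41 adjusted over the list alone. The count in batch was 11 without Δ*patZ* replicate 1 and 1, 15 or 7 without wild-type replicate 1, 2 or 3. In the chemostat 39 were higher and 1 lower, and 40 passed adjusted over the list alone. The lower gene was *fliR*, with -0.55 (adjusted *p* = 0.0249), which lay between 0.0507 and 0.0952 without Δ*patZ* replicate 2 or 3 or any 1 of the wild-type replicates and at 0.175 after cyclic loess normalization. As a set the genes were higher in Δ*patZ* with an adjusted *p* = 9.96e-92 in batch and an adjusted *p* = 2.16e-20 in the chemostat with camera. In the direct comparison they were higher in Δ*cobB* than in Δ*patZ*, by a median of 1.85 in batch (adjusted *p* = 1.29e-46) and of 1.37 in the chemostat (adjusted *p* = 1.82e-43). These 4 calls held with fry, and with the estimated correlation all but the direct comparison in batch (adjusted *p* = 0.0683).

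Of the acid stress genes of Fig 5C, 8 had opposite signs in both mutants in batch cultures and 10 in the chemostat. Their median log2 fold change in Δ*patZ* was -0.01 in batch, where it turns to 0.05, 0.24 or 0.20 when the arrays are centred on their medians, normalized by cyclic loess or quantile-normalized. The median over all 4070 probe sets was -0.13 there before any of these scalings and -0.08, 0.01 and -0.00 after them. In batch 0 acid stress genes passed with limma, against 5 adjusted over the list alone, and camera called the set higher (adjusted *p* = 0.00268, mean 0.03) although its median is below 0, a call that held neither with fry (0.376) nor with the estimated correlation (0.133). In the chemostat the median was 0.56 and the set did not pass (adjusted *p* = 0.369), but it did without Δ*patZ* replicate 1 (adjusted *p* = 0.0256). There 5 genes were higher, among them *gadA* by 1.74 (adjusted *p* = 0.00175) and *gadB* by 1.41 (adjusted *p* = 0.00512), and 3 were lower, among them *cadA* by -1.21 (adjusted *p* = 0.00703). The count of higher genes was 10 without Δ*patZ* replicate 1 and 3 without wild-type replicate 1 or 2. In the direct comparison the acid stress genes were lower in Δ*cobB* than in Δ*patZ*, by a median of -1.39 in batch (adjusted *p* = 1.05e-14) and of -1.80 in the chemostat (adjusted *p* = 2.25e-07). Both calls held with fry, and with the estimated correlation the one in batch held (adjusted *p* = 0.0425) and the one in the chemostat did not (adjusted *p* = 0.185).

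**Figure D4:**
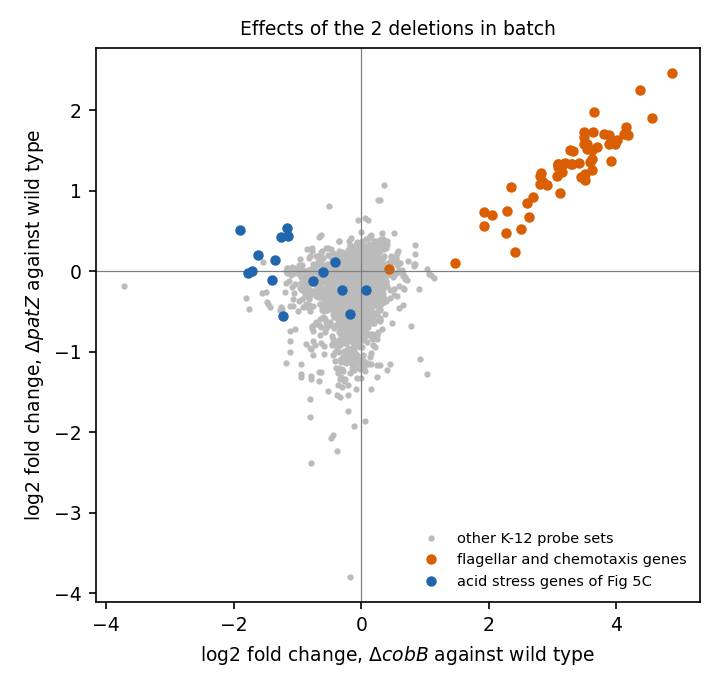
Log2 fold change of each K-12 probe set against the wild type in batch cultures, in Δ*cobB* (horizontal axis) and in Δ*patZ* (vertical axis), each from 3 arrays per strain. The flagellar and chemotaxis genes are higher in both mutants, and the acid stress genes have medians of -1.20 in Δ*cobB* and -0.01 in Δ*patZ*.

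**Figure D5:**
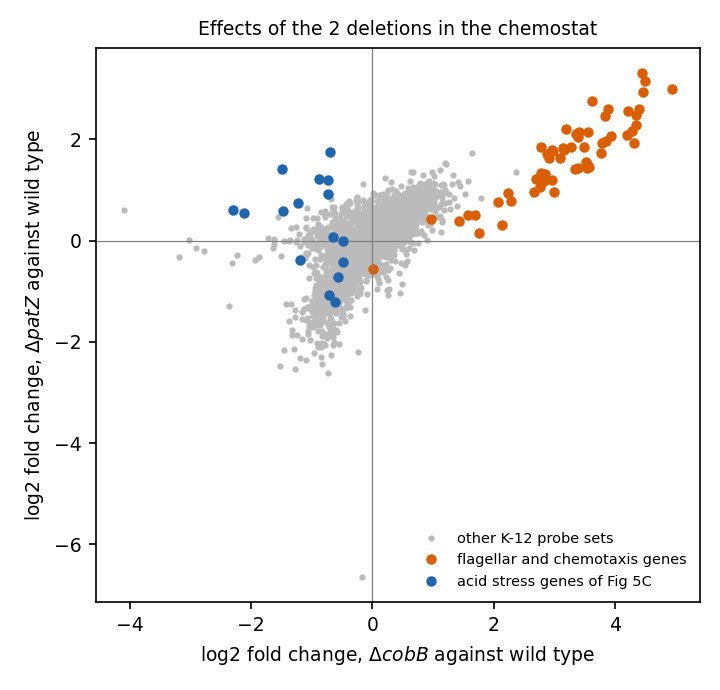
Log2 fold change of each K-12 probe set against the wild type in the chemostat, in Δ*cobB* (horizontal axis) and in Δ*patZ* (vertical axis). The correlation across probe sets is 0.732, and the acid stress genes have medians of -0.73 in Δ*cobB* and 0.56 in Δ*patZ*.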

Interestingly, the transcriptomic effects shown in the Δ*cobB* mutant were similar to those observed in Δ*patZ*, probably due to increased chemical acetylation in this mutant (Fig 5). Recently, acetylation of K154 of RcsB has been described, although these authors claimed that it did not affect motility, probably due to the use of a different strain for the motility tests. However, we also observed that increased acetylation of RcsB in K154 represses transcription of *rprA* gene as described in the same study (Hu *et al*, 2013).

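The small RNA gene *rprA* (b4431, plus strand, 1768396 to 1768500) had a signal of 7.72 ± 0.0864 in Δ*cobB* and 9.06 ± 0.189 in the wild type in the chemostat (SD, *n* = 3), a log2 fold change of -1.34 (standard error 0.109, adjusted *p* = 1.03e-05 from limma). In batch cultures the signals were 7.30 ± 0.296 and 7.39 ± 0.113, with a log2 fold change of -0.09 (standard error 0.167, adjusted *p* = 0.939). The wild-type signal in batch lay below the median of the intergenic probe sets on the same arrays, which was 7.66 to 7.87. A fall from so low a signal could be missed. The effect differed between the cultures by -1.25 (standard error 0.250, adjusted *p* = 0.00585). In Δ*patZ* the log2 fold change of *rprA* was -1.26 in the chemostat (adjusted *p* = 0.00360, and 0.0685 after cyclic loess normalization) and -0.52 in batch (adjusted *p* = 0.197). Without each array in turn, the value in Δ*cobB* in the chemostat stayed between -1.45 and -1.28, and after cyclic loess normalization it was -0.85 (adjusted *p* = 9.23e-05).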

The phenotype of the Δ*cobB* mutant was significantly affected, mirroring the peptide acetylation ratios of proteins, presumably, due to the acetylation of proteins at lysine residues which are key for their activity (Fig 2C; Supplementary Table S2). However, this was not the case for the Δ*patZ* mutant, whose growth was not affected in acetate cultures despite the high peptide acetylation ratios observed. An unaltered phenotype despite a severely affected acetylation pattern was also described before in an acetate kinase (*ackA*) mutant (Weinert *et al*, 2013b; Kuhn *et al*, 2014). This shows that not all acetylation events have an effect on protein function, and an increase in acetylation of proteins may have no evident effect on cell physiology.

Despite the widespread acetylation of proteins, the number of known substrates of the sirtuin CobB is limited. The discovery of new substrates of CobB has been driven by *in vitro* techniques (Starai *et al*, 2002; Thao *et al*, 2010; Hu *et al*, 2013; Zhang *et al*, 2013) and also high-resolution MS-based proteomics. In a previous study (Weinert *et al*, 2013a), the number of CobB substrates (log_2_ acetylation ratio > 1 for Δ*cobB* mutant compared to wild-type) was approximately 10% (≈366 peptides), while in our study 40% of all the acetylated peptides detected are over this cutoff value in at least one condition (1,025 peptides). Interestingly, both datasets reveal that there is no relevant deacetylation motif for CobB, which preferentially recognizes acetyl-lysine residues in disorganized regions of the proteins or in the protein termini (Khan & Lewis, 2005; Weinert *et al*, 2013b). The high chemical reactivity of the lysine side chain may indicate that neutralization of its positive charge by acetylation could alter protein function. A large resource of targeted lysine residues has been built in this study, containing potential wealth information on the physiological roles of protein acetylation. These data will need further validation. We have here targeted roles of the differential acetylation of three proteins, although several acetylation events can be understood based on the bibliography. This is the case of K326 of the gluconeogenic fructose-1,6-bisphosphate aldolase class II (FbaA), whose mutation leads to a loss of 94% of activity (Zgiby *et al*, 2000), and K119 of molybdopterin synthase (MoaE), whose mutation inhibits its activity completely (Wuebbens & Rajagopalan, 2003). Still many functions of lysine acetylation in bacteria are poorly understood, and efforts are needed to complete the picture of the regulatory roles of post-translational acetylation of proteins in bacterial physiology, to which the here described data can make an important contribution.

## Materials and Methods

### *Escherichia coli* strains and culture conditions

*Escherichia coli* wild-type BW25113 and its knockout strains (Supplementary Table S9) were grown in minimal media in batch mode with glucose and acetate as described in Castaño-Cerezo *et al* (2011) and in glucose-limited chemostat at a dilution rate of 0.2 h (Nanchen *et al*, 2006; Renilla *et al*, 2012).

### Proteomics

#### Sample preparation for lysine acetylation mapping

Cells were harvested at exponential and stationary phase in glucose cultures, exponential phase in acetate cultures and in steady state in glucose-limited chemostats. Cell pellets were washed three times with PBS and then resuspended in lysis buffer containing 8 M urea, 50 mM ammonium bicarbonate and 1 tablet of complete mini EDTA-free cocktail (Roche, Boehringer Mannheim) and supplemented with 10 mM nicotinamide and 10 μM trichostatin in order to inhibit deacetylases. Cells were sonicated on ice for three cycles (20 s each) with a probe of 3 mm of diameter in a Vibra Cell VC 375 ultrasonic processor (Sonics Materials, Danbury, CT). The lysate was clarified by centrifugation for 20 min at 20,000 × *g* at 4°C.

Three mg of protein of each condition and strain were reduced with 2 mM dithiothreitol for 30 min at 56°C and alkylated with 4 mM iodoacetamide during 20 min in the dark, followed by LysC (1:75) digestion during 4 h at 37°C. Samples were diluted fourfold in 50 mM ammonium bicarbonate buffer and digested with trypsin (Promega, Madison, WI) (1:100) during 16 h at 37°C.

For quantitative analysis of peptide lysine acetylation, stable isotope dimethyl labeling was used as described in Boersema *et al* (2009). Labeled peptides from each strain were mixed in a 1:1:1 proportion. Acetylated peptides were immunoprecipitated as described (Choudhary *et al*, 2009). Nine milligrams of peptides was resuspended in immunoprecipitation buffer (50 mM MOPS, 10 mM sodium phosphate and 50 mM NaCl pH 7.4). The peptide solution was mixed with 100 μl of anti-acetyl-lysine antibody beads (ImmuneChem, Burnaby, Canada) and incubated for 16 h at 4°C. Beads were washed four times with immunoprecipitation buffer, twice with water and eluted with 0.1% trifluoroacetic acid. Lysine-acetylated peptides were desalted using C_18_ StageTips.

### MS specifications

Samples were resuspended in 10% formic acid (FA)/5% DMSO, and 40% of the sample was analyzed using a Proxeon Easy-nLC100 (Thermo Scientific) connected to an Orbitrap Q-Exactive mass spectrometer. Samples were first trapped (Dr Maisch Reprosil C18, 3 μm, 2 cm × 100 μm) before being separated on an analytical column (Agilent Zorbax SB-C18, 1.8 μm, 40 cm × 75 μm), using a gradient of 60 min at a column flow of 150 nl/min. Trapping was performed at 8 μl/min for 10 min in solvent A (0.1 M acetic acid in water), and the gradient was as follows: 7–30% solvent B (0.1 M acetic acid in acetonitrile) in 91 min, 30–100% in 3 min, 100% solvent B for 2 min and 7% solvent A for 18 min. Nanospray was performed at 1.7 kV using a fused silica capillary that was pulled in-house and coated with gold (o.d. 360 μm; i.d. 20 μm; tip i.d. 10 μm). The mass spectrometers were used in a data-dependent mode, which automatically switched between MS and MS/MS. Full-scan MS spectra from *m/z* 350 to 1,500 were acquired at a resolution of 35,000 at *m/z* 400 after the accumulation to a target value of 3 × 10^6^. Up to ten most intense precursor ions were selected for fragmentation. HCD fragmentation was performed at normalized collision energy of 25% after the accumulation to a target value of 5 × 10^4^. MS2 was acquired at a resolution of 17,500, and dynamic exclusion was enabled (exclusion size list 500, exclusion duration 30 s).

### Data analysis

Raw data were analyzed by MaxQuant (version 1.3.0.5) (Cox & Mann, 2008). Andromeda (Cox *et al*, 2011) was used to search the MS/MS data against the Uniprot *E. coli* MG1655 database (version v2012-09, 4,431 sequences), including a list of common contaminants and concatenated with the reversed version of all sequences. Trypsin/P was chosen as cleavage specificity allowing three missed cleavages. Carbamidomethylation (C) was set as a fixed modification, while Oxidation (M), Acetyl (Protein N-term) and Acetyl (K) were used as variable modifications. For dimethyl labeling, DimethylLys0 and DimethylNter0 were set as light labels, DimethylLys4 and DimethylNter4 were set as medium labels, and DimethylLys8 and DimethylNter8 were set as heavy labels. All peptides were used for quantification studies, but to find significantly acetylated peptides (Fig 2), only those found in two or more replicates and with a FDR < 0.05 were used (*t*-test adjusted for multiple testing using permutation-based FDR). The database searches were performed using a peptide tolerance of 20 ppm for the first search and 6 ppm for the main search. HCD fragment ion tolerance was set to 20 ppm. Data filtering was carried out using the following parameters: Peptide false discovery rate (FDR) was set to 1%; Andromeda score was set to 30; max peptide PEP was set to 1; minimum peptide length was set to 5; minimum razor peptides were set to 1; peptides used for protein quantification was set to razor and unique peptides; protein quantification was performed by using only unmodified peptides and Oxidation (M) and Acetyl (Protein N-term); and the re-quantify option was enabled. Further data processing was performed using the Perseus tool (version 1.3.0.4) available in the MaxQuant environment.

Lysine acetylation motif was created using the IceLogo software package. For the generation of the acetylation motif, all acetylated peptides with an Acetyl (K) Probability higher than 0.9 and a cutoff *P* < 0.01 were used.

### *In vitro* enzyme activities

Acetyl-CoA synthetase (Acs), isocitrate dehydrogenase (Icd), isocitrate lyase (AceA) and phosphotransacetylase (Pta) were assayed as previously described (Castaño-Cerezo *et al*, 2009) and acetate kinase as described by Foster and collaborators with minor modifications (Foster *et al*, 1974).

### DNA microarray

Global gene expression was assessed in glucose exponential phase and chemostat cultures. RNA was purified using Vantage RNA purification kit (Origene, MD, USA). Purity and concentration of isolated RNA were assessed in a NanoDrop® ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington DE). Quality was evaluated by microfluidic capillary electrophoresis on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA) using Agilent RNA 6000 Pico kit. GeneChip *E. coli* Genome 2.0 arrays (Affymetrix, Santa Clara, CA) were prepared and loaded according to the manufacturer's instructions. Signal extraction and normalization was performed using GeneChip Expression Console, and RMA algorithm was applied (Smyth, 2004). Log_2_ signals were loaded into Babelomics, and Class Comparison analysis were performed using Limma method (FDR 0.05) (Medina *et al*, 2010). Hierarchical clustering and matrix annotation were performed using Perseus (Cox & Mann, 2008).

### Protein purification and *in vitro* deacetylation assays

#### Protein purification

The acetyl-CoA synthetase (Acs), isocitrate lyase (AceA) and the NAD^+^-dependent deacetylase (sirtuin) CobB from *E. coli* BW25113 were expressed using ASKA clone plasmids (GFP^−^) (Kitagawa *et al*, 2005). In order to obtain hyper-acetylated proteins, plasmids were transformed into *E. coli* BL21 Δ*cobB* or K12 Δ*cobB* for protein expression. The transformants were grown for 14 h at 28°C with 0.1 mM of IPTG induction. Cells were harvested by centrifugation and washed three times with 0.9% NaCl and 10 mM MgSO_4_. Cell pellets were resuspended in binding buffer (15.5 mM Na_2_HPO_4_, 4.5 mM NaH_2_PO_4_, 500 mM NaCl and 20 mM imidazole, pH 7.4) and lysed by sonication (3 × 30″ cycles) on ice. Cell debris was removed by centrifugation, and protein extract was loaded onto His GraviTrap columns (GE healthcare, Buckinghamshire, UK). His-tagged proteins were purified according to the manufacturer protocol. Purified proteins containing imidazole were cleaned using Amicon ultra 4 centrifugal filters (Millipore, Country Cork, Ireland).

#### *In vitro* protein deacetylation assays

For deacetylation assays, 100 μg of protein (Acs or AceA) was incubated with CobB (5 μg for Acs and 50 μg for AceA deacetylation assays, respectively) in deacetylation buffer (50 mM HEPES, 5 mM NAD^+^, 1 mM DTT and 5% glycerol, pH 7.0) during 1 h at 37°C with NAD^+^ (5 mM) as substrate.

After incubation, aliquots of the reaction were used for enzyme activity assays, Western blotting or mass spectrometry for lysine acetylation mapping (Supplementary Materials and Methods).

### Metabolic flux ratio analysis and ^13^C-constrained metabolic flux analysis

Metabolic flux ratio analysis in *E. coli* BW25113 and its knockout mutants Δ*cobB*, Δ*patZ*, Δ*cobB*Δ*aceK* and Δ*patZ*Δ*aceK* in glucose batch exponential phase and chemostat cultures (D = 0.2 h^−1^) was performed as previously described (Zamboni *et al*, 2009). One milligram of cells was washed twice with 1 ml of 0.9% NaCl and 10 mM MgSO_4_ and hydrolyzed in 300 μl 6 M HCl at 105°C for 15 h in sealed 1.5-ml tubes. The hydrolysates were dried in a heating block at 85°C under a stream of air and then derivatized at 85°C for 60 min in 30 μl of dimethylformamide and 30 μl of N-(tert-butyldimethylsilyl)-N-methyl-trifluoroacetamide with 1% (v/v) tert-butyldimethylchlorosilane with slight shaking (Zamboni *et al*, 2009). One microliter of the derivatized sample was injected into a 6,890 N Network GC system, combined with a 5,975 Inert XL Mass Selective Detector (Agilent Technologies). The gas chromatography–mass spectrometry-derived mass isotope distributions of proteinogenic amino acids were corrected for naturally occurring isotopes (Fischer & Sauer, 2003), and nine ratios of fluxes through converging reactions were determined. Calculations were performed using the Matlab®-based software FiatFlux 1.66 (Zamboni *et al*, 2005).

Intracellular net carbon fluxes were estimated by using the stoichiometric model previously described (Zamboni *et al*, 2009) that included all major pathways of central carbon metabolism, including the glyoxylate shunt and the Entner–Doudoroff (ED) pathway. The matrix consisted of 25 reactions and 21 metabolites. Net fluxes were then calculated using: (i) the stoichiometric reaction matrix, (ii) the relative metabolic flux ratios, (iii) physiological data, and (iv) precursor requirements for biomass synthesis. Specifically, the following flux ratios were used: serine derived through the EMP pathway, pyruvate derived through the ED pathway, oxaloacetate (OAA) originating from PEP, PEP originating from OAA, OAA originating from glyoxylate, the lower and upper bounds of pyruvate originating from malate and the upper bound of PEP derived through the PP pathway.

### Molecular biology

The *rcsB* and *cobB* genes were PCR-amplified from *E. coli* BW25113 genomic DNA and cloned into the *pBAD24* plasmid (Guzman *et al*, 1995). Single amino acid mutants K153R, K153Q and K153E (for *rcsB* gene) and H110Y (for *cobB* gene) were obtained by site-directed mutagenesis. The Stratagene kit for mutagenesis was used according to the manufacturer instructions. Mutagenesis primers are listed in Supplementary Table S10.

### Electron microscopy for flagella observation

*Escherichia coli* strains were grown in glycerol minimal medium. The cells were harvested at mid-exponential phase and fixed with 3% glutaraldehyde. After three washes with PBS, each cell suspension was placed on electron microscopy grids and stained for 15 s with 2% uranyl acetate before flagella examination in a JEM-1011 Electron Microscope (Jeol, Tokyo, Japan) operating at 90 kV.

### Mobility assays

All strains were grown until mid-exponential phase. Five microliter of these cultures was inoculated into semisolid agar (10 g/l tryptone, 5 g/l NaCl and 0.25% agar). Plates were checked for mobility after 16-h incubation at 30°C.

### Acid stress resistance test

All tested strains were grown overnight in glycerol minimal medium (pH 5.5) supplemented with 1.5 mM glutamic acid. A 1:1,000 dilution of the overnight culture was inoculated in glycerol minimal medium pH 2.5 supplemented with 1.5 mM glutamic acid. Cell survival was measured after 2 h in acidic media as previously described (Krin *et al*, 2010).

### Glutamate decarboxylase activity (GAD)

For Gad enzyme activity determination, approximately 3 × 10^8^ stationary-phase cells grown in glycerol minimal medium at pH 5.5 were harvested by centrifugation (4,000 *g*, 4°C) and washed twice with 0.9% NaCl. Cells were mixed one to one with the Gad reagent (1 g/l l-glutamic acid, 0.05 g/l bromocresol green, 90 g/l NaCl, 0.3% (v/v) Triton X-100) and incubated for 30 min at 35°C. The presence of this enzyme was monitored by the color shift of bromocresol green, which turns from yellow to blue (Deininger *et al*, 2011).

### Data availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository (Vizcaíno *et al*, 2013) with the dataset identifier PXD001226.

The transcriptomic data discussed in this work have been deposited in NCBI's Gene Expression Omnibus (Edgar *et al*, 2002) and are accessible through GEO Series accession number GSE62094 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62094).

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 1 — Supplementary Figure S1

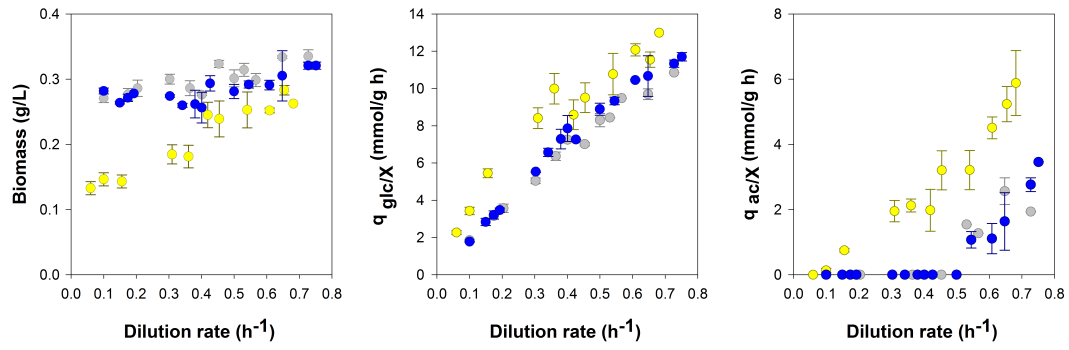

**Supplementary Figure 1.** *Escherichia coli* BW25113 (grey) and its knockout strains  $\Delta cobB$  (yellow),  $\Delta patZ$  (blue) grown in glucose-limited cultures at different dilution rates. **(A)** Cell Biomass, **(B)** glucose specific consumption rate and **(C)** acetate specific production rate of all strains as a function of dilution rates.

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 2 — Supplementary Figure S2

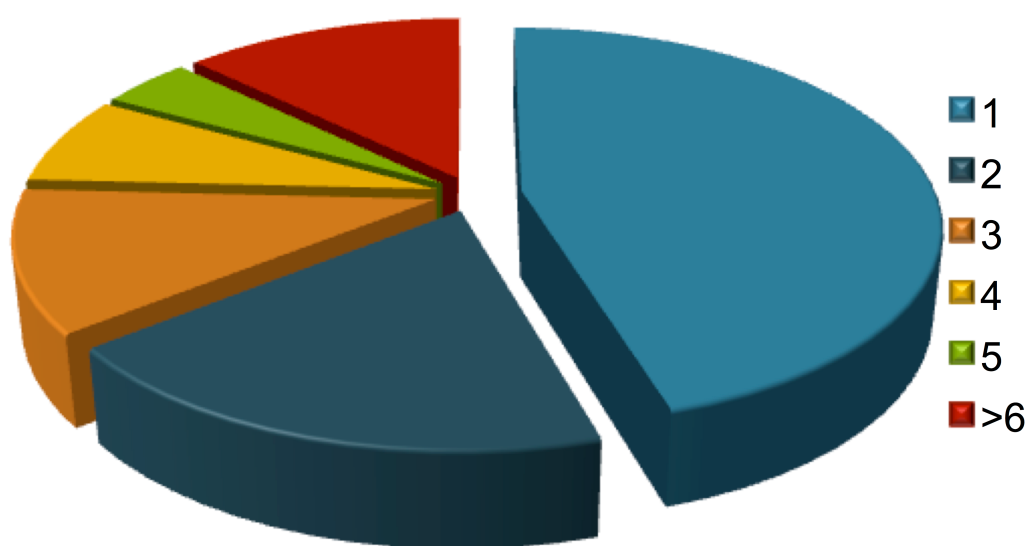

**Supplementary Figure 2.** Percentage of proteins with single or multiple lysine acetylation sites identified. All peptides detected in this work in all conditions assayed were considered for this analysis.

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 3 — Supplementary Figure S3

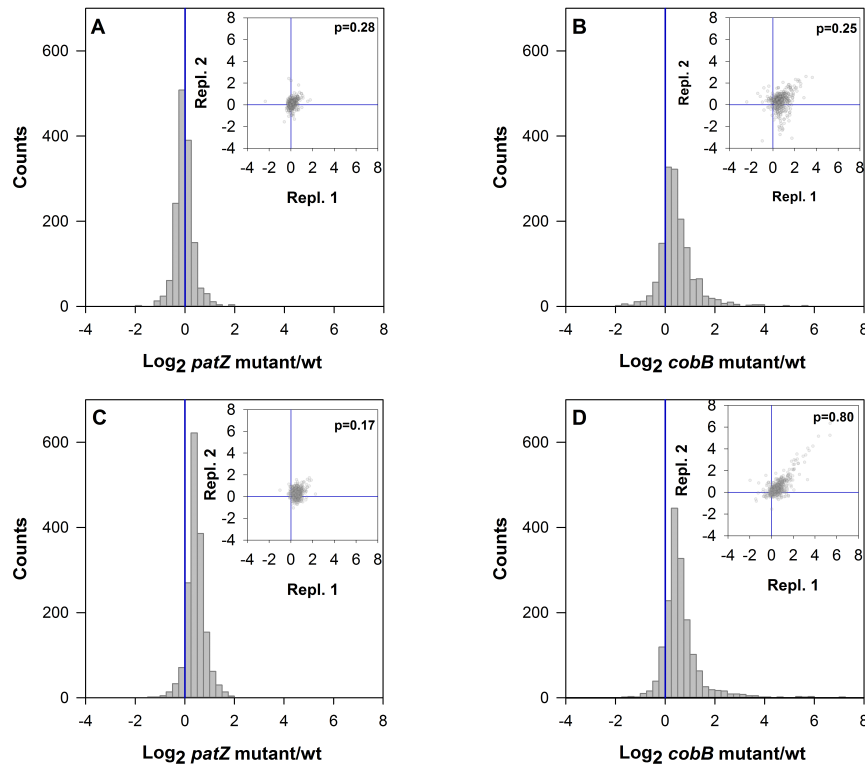

**Supplementary Figure 3.** Frequency histogram of the acetylated peptide ratios ( $\text{Log}_2$ ) of *E. coli*  $\Delta\text{patZ}$  and  $\Delta\text{cobB}$  mutants referred to the wild type strain. Bacteria were grown in glucose batch cultures and bacteria were harvested prior to analysis at exponential (A, B) and stationary phase (C, D). Acetylation data are expressed as the ratios for  $\Delta\text{patZ}/\text{wt}$  (A-C) and  $\Delta\text{cobB}/\text{wt}$  (B-D) strains. Frequency histograms represent the median of the  $\text{log}_2$  ratios from four biological replicates. Insert figures represent the correlation of acetylated peptide ratios in two biological replicates (pearson correlation coefficient of each condition/mutant comparison is shown on the plot).

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 4 — Supplementary Figure S4

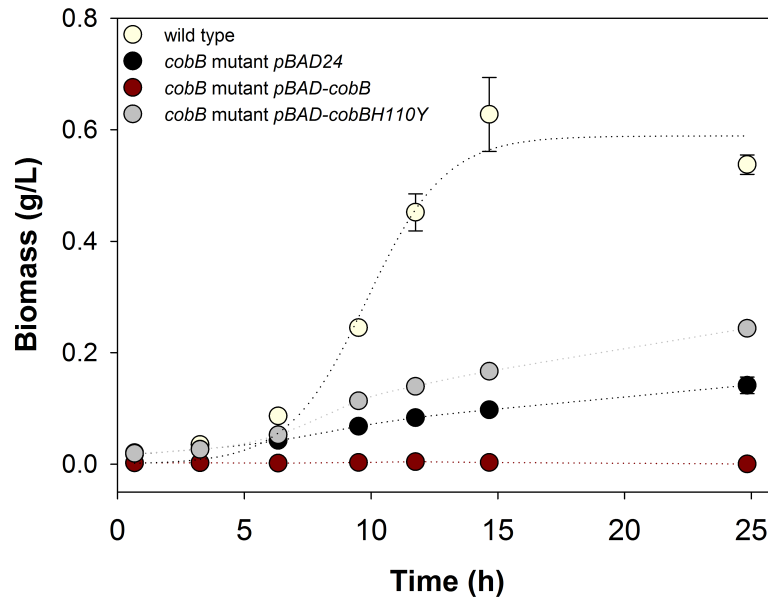

**Supplementary Figure 4.** *Escherichia coli* wild type (white) and its knockout mutant transformed with *pBAD24* (black circles), *pBAD-cobB* (dark red circles) and *pBAD-cobBH110Y* (grey circles) plasmids. Transformants were grown in acetate minimal medium.

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 5 — Supplementary Figure S5

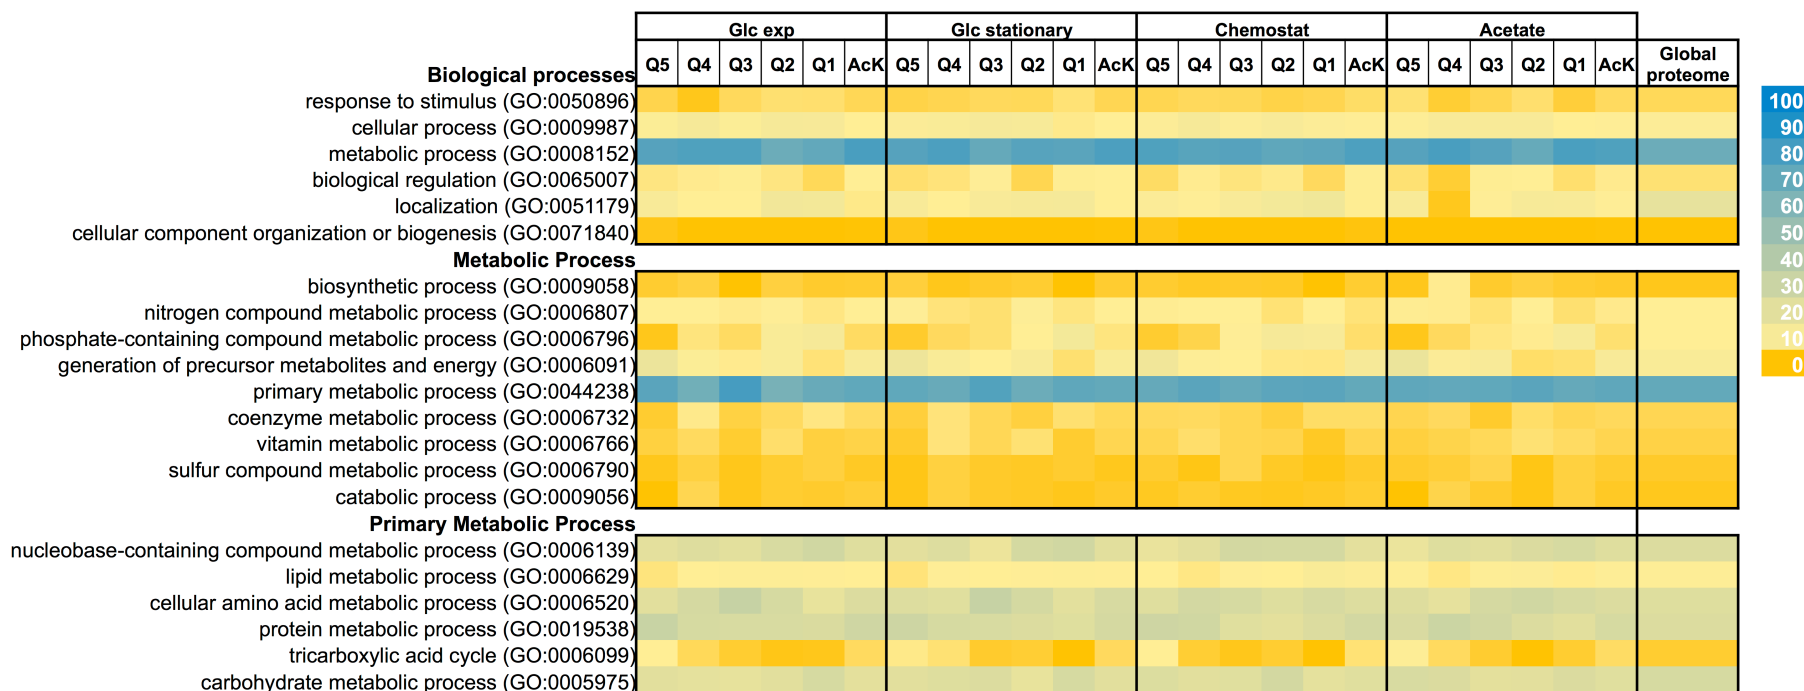

**Supplementary Figure 5.** Percentage of acetylated proteins in different biological and metabolic processes. The percentage is independent from protein abundance and conserved in the different condition of this study. Global proteome represents all proteins annotated in *E. coli* genome. Further information is detailed in Supplementary material.

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 6 — Supplementary Figure S6

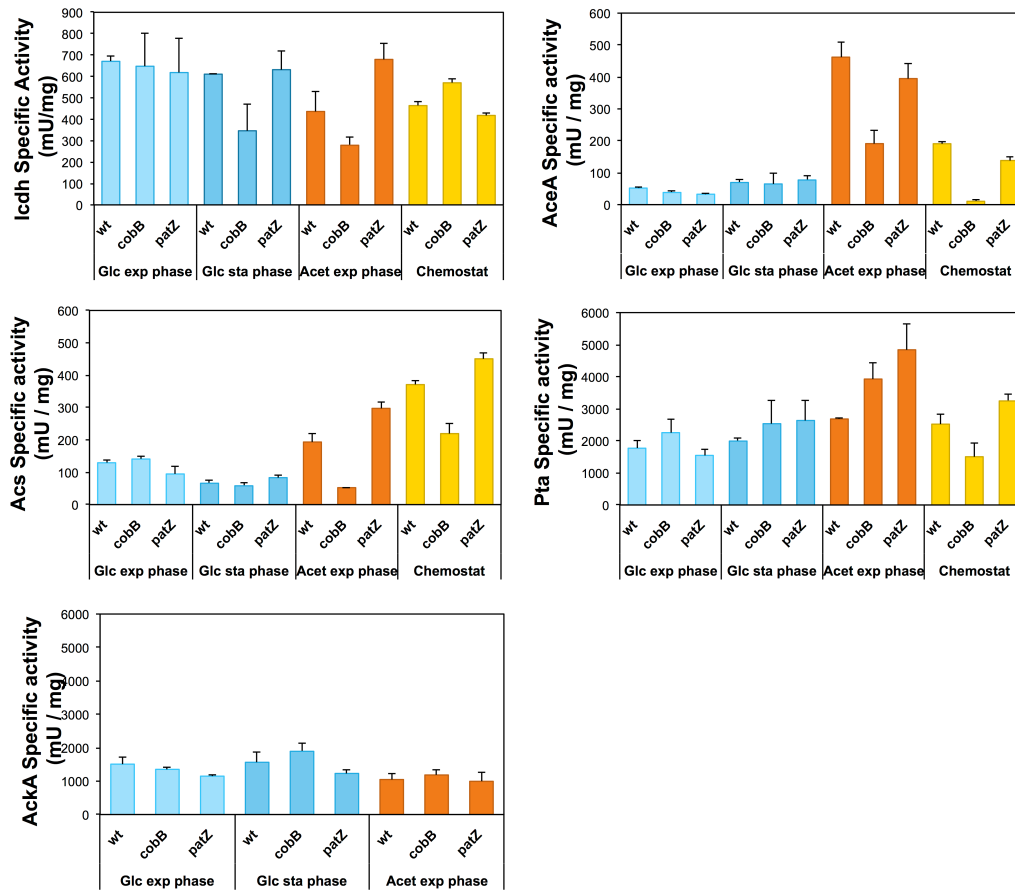

**Supplementary Figure 6.** Isocitrate dehydrogenase (Icdh), isocitrate lyase (AceA), acetyl-CoA synthetase (Acs), phosphotransacetylase (Pta) and acetate kinase (AckA) enzyme activities measured in cell crude extracts of *E. coli* BW25113 and its knockouts strains grown in glucose batch cultures, acetate batch cultures and glucose limited chemostat cultures.

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 7 — Supplementary Figure S7

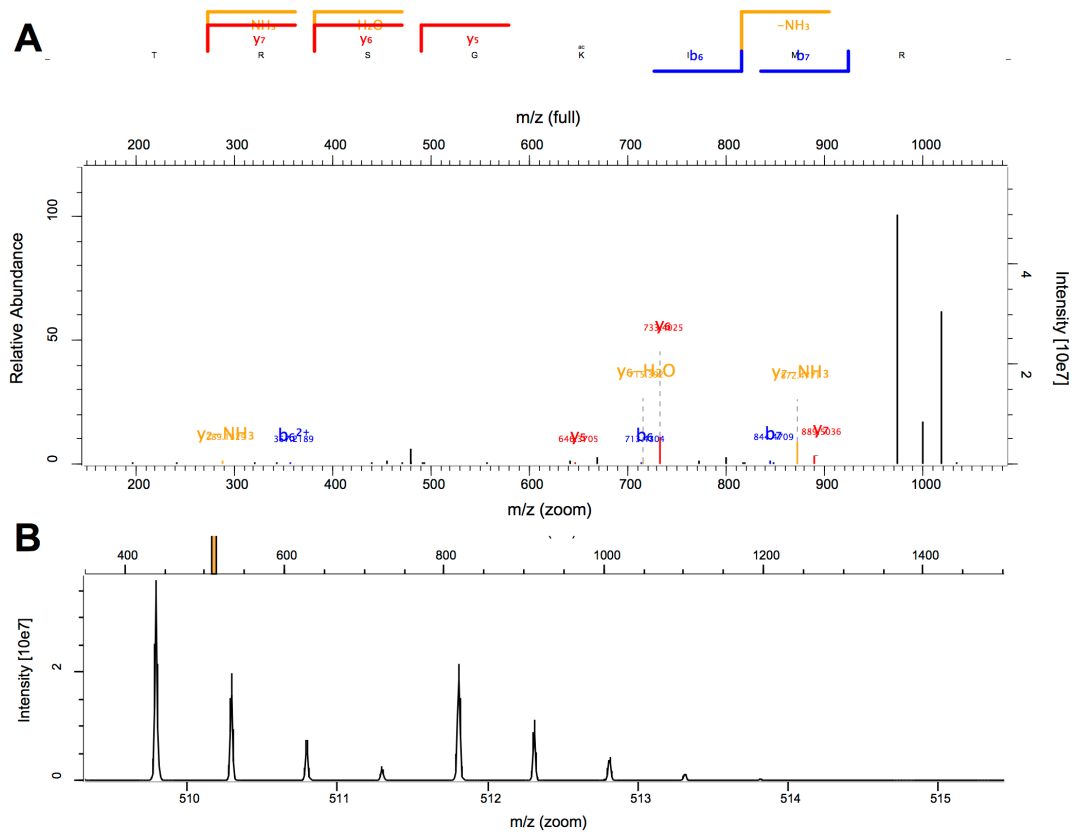

**Supplementary Figure 7.** The peptide containing the acetylated lysine 609 found in a different Maxquant analysis, where lysine dimethylation was set as variable modification. **(A)** Fragmented peptide containing lysine 609 in chemostat cultures. **(B)** MS1 scan showing two of the three labeling states of the peptide shown in A. Only the light (wild type) and the medium (*cobB* mutant) states are present in all the MS1 scan checked, which is consistent with lack of acetylation in the *patZ* mutant.

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 8 — Supplementary Figure S8

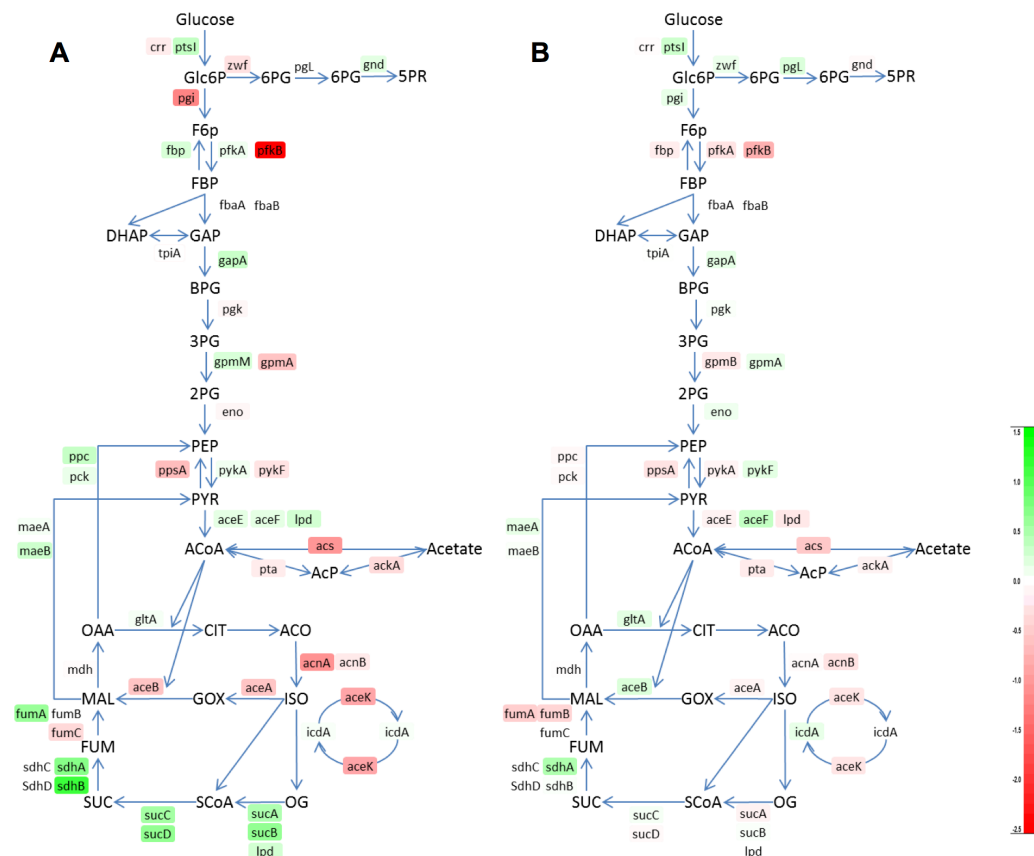

**Supplementary Figure 8.** Central metabolism proteins relative abundance ( $\log_2$  ratio) of the (A)  $\Delta cobB$  and (B)  $\Delta patZ$  mutants in chemostat cultures. Protein concentrations are normalized against concentrations in the wild type (wt) strain grown under the same conditions. Relative abundance is represented by the color scale shown on the right side of the figure.

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 9 — Supplementary Figure S9

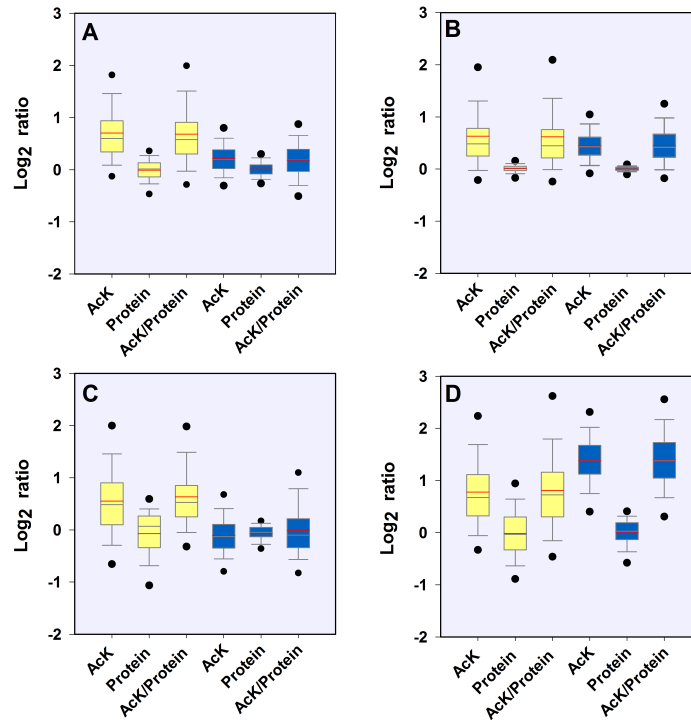

**Supplementary Figure 9.** Box plot of the distribution of the ratios of peptide acetylation (AcK), protein abundance (protein) and the ratios acetylated peptides normalized by protein abundance (AcK/protein) of the *cobB* mutant/wild type (yellow) and the *patZ* mutant/wild type (blue). Experimental conditions were: (A) glucose batch cultures exponential and (B) stationary phase, (C) low dilution rate glucose limited chemostat cultures and (D) acetate batch cultures. Red and grey lines represent median and average respectively.

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 10 — Supplementary Figure S10

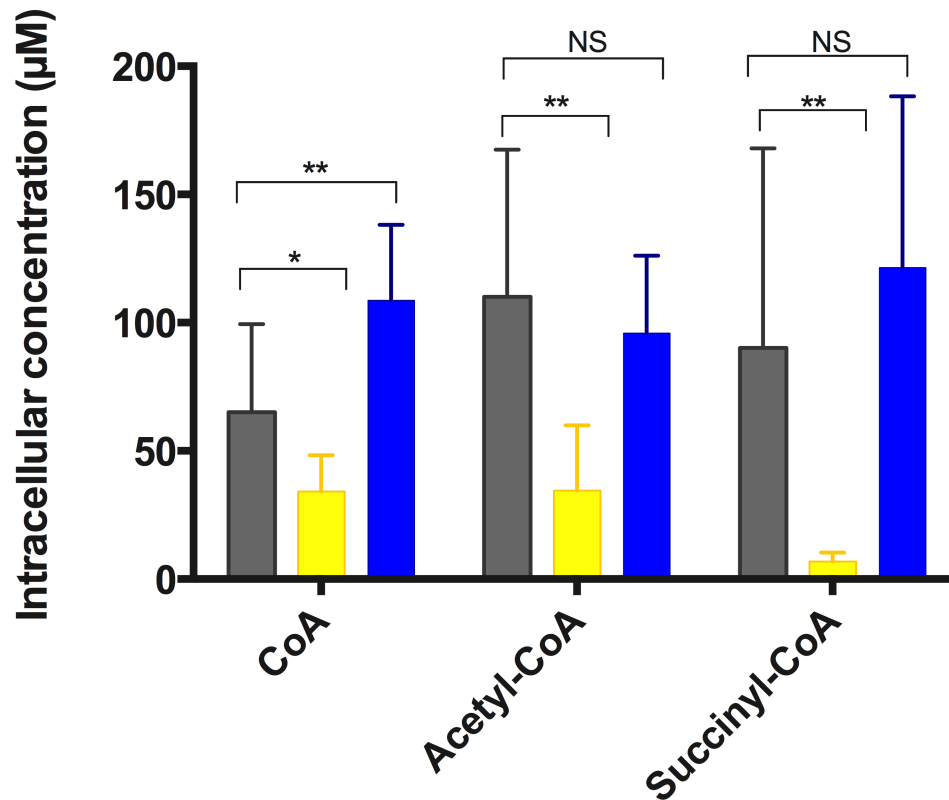

**Supplementary Figure 10.** Intracellular concentration of coenzyme A, acetyl CoA, and succinyl-CoA in *E. coli* BW25113 (grey bars) and its knockout derivatives,  $\Delta cobB$  (yellow bars) and  $\Delta patZ$  mutant (blue bars). Cultures were grown in acetate minimal medium and harvested during mid-exponential phase. Briefly, 8 ml culture broth of OD 1 was harvested by rapid filtration through 0.45  $\mu$ M filter membranes, washed with 8 ml pre-warmed 10 mM ammonium carbonate buffer pH 7.2 and immediately extracted by transferring the cell pellet with the membranes into 4 ml acetonitrile:methanol:ddH<sub>2</sub>O (2:1:1, v/v) for 1 h and occasional shaking at -20°C. After removing precipitates by centrifugation at 16000xg and 4°C for 5 min, extracts were dried in a speed-vac for 4h, resuspended in 100  $\mu$ l ddH<sub>2</sub>O and analyzed on a Thermo TSQ Quantum Ultra triple quadrupole instrument (Thermo Fisher Scientific, Waltham MA, United States) as described previously (Zimmermann et al, 2013). Dilution series of standards for quantification were spiked to fully <sup>13</sup>C-labelled *E. coli* wild type extracts and processed as described above. The mean and standard deviation of at least 5 replicates are represented in the plot. Statistics: 2-tailed t-test was performed \* represents a p-value  $\leq 0.01$ , \*\* p-value  $\leq 0.05$  and NS (non significant, p-value  $> 0.1$ )

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 11 — Supplementary Table S1

**Suppl. Table 1.** Number of lysine acetylated peptides and proteins in all replicates and conditions assayed.

|                                 | Replicate1 | Replicate2 | Replicate3 | Replicate4 | All         |
|---------------------------------|------------|------------|------------|------------|-------------|
| <b>acK peptides</b>             |            |            |            |            |             |
| Glucose batch exponential phase | 294        | 725        | 1124       | 501        | <b>1486</b> |
| Glucose batch stationary phase  | 840        | 939        | 778        | 958        | <b>1674</b> |
| Acetate batch cultures          | 658        | 790        | 1090       | 1233       | <b>1867</b> |
| Glucose chemostat cultures      | 243        | 104        | 619        | 731        | <b>1001</b> |
| <b>All conditions</b>           |            |            |            |            | <b>2502</b> |
| <b>acK proteins</b>             |            |            |            |            |             |
| Glucose batch exponential phase | 177        | 370        | 366        | 179        | <b>444</b>  |
| Glucose batch stationary phase  | 392        | 451        | 288        | 336        | <b>508</b>  |
| Acetate batch cultures          | 331        | 401        | 366        | 408        | <b>565</b>  |
| Glucose chemostat cultures      | 147        | 75         | 229        | 270        | <b>330</b>  |
| <b>All conditions</b>           |            |            |            |            | <b>809</b>  |

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 12 — Supplementary Table S2

**Supplem Table 2.** Proteins which activity in acetate cultures might be compromised in the *cobB* mutant.

| Protein                                         | Protein residue and experimental evidence                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             | References                                                |
|-------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|
| Fructose-1,6-bisphosphatase class 1 (Fbp)       | <ul style="list-style-type: none"> <li>• K269: highly conserved. Belongs to catalytic site.</li> <li>• Site specific mutation K269A reduces 20-fold the affinity of the enzyme for its substrate and decreases 500-fold affinity for the competitive inhibitor fructose 2,6-bisphosphate</li> <li>• Higher acetylation of this residue in the <math>\Delta cobB</math> mutant might affect gluconeogenesis.</li> </ul>                                                                                                                | (el-Maghrabi <i>et al</i> , 1992)                         |
| RNA polymerase sigma subunit (RpoD)             | <ul style="list-style-type: none"> <li>• K557: belongs to an helix-turn helix domain responsible for the interaction with the -35 box of gene promoters.</li> <li>• It is not clear if this residue interacts directly with the DNA backbone, but the abundance of positively charged amino acids in this domain, suggests that it may play a role in the fine tuning of transcription initiation in <i>E. coli</i>.</li> </ul>                                                                                                       | (Paget & Helmann, 2003)                                   |
| Ribosome-associated inhibitor A protein (Rai)   | <ul style="list-style-type: none"> <li>• K87: belongs a protein region that blocks the P-site (peptidyl-tRNA site) of the ribosome.</li> <li>• Regulates translation in stationary phase in <i>E. coli</i>. It can block the dimer formation of 70S, decreasing the translation rate. This protein has two different regions that block the A-site (aminoacyl-tRNA site) and P-site (peptidyl-tRNA site) of the ribosome blocking translation. Both regions are particularly enriched with positively charged amino acids.</li> </ul> | (Agafonov <i>et al</i> , 1999; Maki <i>et al</i> , 2000). |
| Long chain fatty acid CoA ligase (FadD)         | <ul style="list-style-type: none"> <li>• K543.</li> <li>• When it is acetylated in its active site, as occurs on Acs, acyl-CoA synthase activity is abolished.</li> <li>• The acetylation ratio was 35-fold higher in the <i>cobB</i> mutant than in the <i>patZ</i> mutant (not in all replicates).</li> <li>• Regulation of FadD by lysine acetylation has also been described in other organisms like <i>Rhodopseudomonas palustris</i>.</li> </ul>                                                                                | (Crosby <i>et al</i> , 2010)                              |
| Glyceraldehyde-3-phosphate dehydrogenase (GapA) | <ul style="list-style-type: none"> <li>• K184: necessary for NAD<sup>+</sup> binding and activity.</li> <li>• It was found to be more acetylated only in the <i>cobB</i> mutant.</li> <li>• The activity of this protein is essential under glycolitic and gluconeogenic conditions.</li> </ul>                                                                                                                                                                                                                                       | (Kuhn <i>et al</i> , 2014)<br>(Seta <i>et al</i> , 1997)  |

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 13 — Supplementary Table S3

**Suppl. Table 3.** Lysine acetylated proteins related to transcription in *E. coli* (GO:0006351 and GO:0006355). Transcription factors marked with an asterisk are transcriptional regulators of flagella biosynthesis and chemotaxis and the ones marked with a cross are transcriptional regulators of acid stress response. Red symbols are four transcriptional repressors and green symbols for transcriptional activators.

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 14 — Supplementary Table S4

**Suppl. Table 4.** Metabolic fluxes of *Escherichia coli* and its knockout mutants ( $\Delta cobB$ ,  $\Delta patZ$ ,  $\Delta cobB\Delta aceK$  and  $\Delta patZ\Delta aceK$ ) grown in glucose batch and glucose limited chemostat cultures. All metabolic fluxes are normalized to 100% of glucose uptake rate (absolute values are expressed in: mmol g<sup>-1</sup> h<sup>-1</sup>).

|                   | Glucose batch cultures |                    |                    |                          |                          | Glucose chemostat cultures (D=0.2h <sup>-1</sup> ) |                    |                   |                          |                          |
|-------------------|------------------------|--------------------|--------------------|--------------------------|--------------------------|----------------------------------------------------|--------------------|-------------------|--------------------------|--------------------------|
|                   | wt                     | $\Delta cobB$      | $\Delta patZ$      | $\Delta cobB\Delta aceK$ | $\Delta patZ\Delta aceK$ | wt                                                 | $\Delta cobB$      | $\Delta patZ$     | $\Delta cobB\Delta aceK$ | $\Delta patZ\Delta aceK$ |
| glucose uptake    | 100<br>(8.66±0.21)     | 100<br>(9.08±0.06) | 100<br>(8.17±0.01) | 100<br>(8.4±0.26)        | 100<br>(7.95±0.02)       | 100<br>(2.73±0.03)                                 | 100<br>(3.55±0.09) | 100<br>(2.7±0.07) | 100<br>(2.55±0.04)       | 100<br>(2.86±0.08)       |
| zwf               | 23.73±0.79             | 23.03±0.05         | 22.49±1.78         | 24.59±1.45               | 22.68±1                  | 33.74±1.9                                          | 26.5±0.86          | 34.61±2.54        | 25.16±1.16               | 28.58±0.61               |
| gnd               | 23.1±0.37              | 23.03±0.05         | 22.39±1.67         | 21.43±2.57               | 22.24±0.27               | 26.91±0.81                                         | 21.1±0.35          | 28.35±1.76        | 18.1±0.33                | 25.77±1.78               |
| pgi               | 75.8±0.79              | 76.56±0.06         | 77.05±1.78         | 74.99±1.44               | 76.86±1                  | 65.82±1.88                                         | 73.2±0.87          | 64.94±2.51        | 74.44±1.16               | 70.98±0.6                |
| edd               | 0.63±0.75              | 0±0                | 0.1±0.17           | 3.16±3.73                | 0.44±0.77                | 6.83±1.63                                          | 5.41±0.91          | 6.26±4.28         | 7.06±1.45                | 2.8±2.29                 |
| pfk-fba-tpi       | 86.19±0.78             | 87.54±0.13         | 87.04±0.66         | 84.85±2.81               | 86.85±0.83               | 79.35±1.44                                         | 84.21±0.93         | 79.34±3.43        | 82.44±1.33               | 83.62±1.53               |
| tktA              | 7.27±0.11              | 7.33±0.02          | 7.07±0.56          | 6.82±0.85                | 7.04±0.09                | 8.89±0.27                                          | 6.98±0.12          | 9.37±0.59         | 5.97±0.11                | 8.5±0.6                  |
| tktB              | 3.75±0.03              | 4.19±0.08          | 3.54±0.57          | 3.6±0.82                 | 3.56±0.1                 | 5.23±0.35                                          | 4.43±0.09          | 5.63±0.39         | 2.56±0.09                | 4.74±0.43                |
| tal               | 7.27±0.11              | 7.33±0.02          | 7.07±0.56          | 6.82±0.85                | 7.04±0.09                | 8.89±0.27                                          | 6.98±0.12          | 9.37±0.59         | 5.97±0.11                | 8.5±0.6                  |
| gap-pgk           | 175.77±0.91            | 178.39±0.36        | 176.73±0.64        | 175.59±2.62              | 176.74±0.8               | 169.88±0.96                                        | 177.67±1.03        | 169.69±2.92       | 173.71±1.27              | 173.9±1.23               |
| gpm-eno           | 162.75±1.13            | 166.85±0.66        | 163.77±0.61        | 163.92±2.4               | 164.01±0.77              | 157.7±0.47                                         | 168.86±1.15        | 157.29±2.4        | 162.25±1.08              | 161.12±1.08              |
| pyk               | 128.61±1.87            | 135.65±2.32        | 129.54±0.5         | 132.97±2.12              | 130.28±0.68              | 182.98±6.53                                        | 180.78±5.01        | 182.97±3.1        | 145.42±8.09              | 141.34±6.24              |
| ace-lpd           | 100.78±2.42            | 110.67±2.14        | 101.05±0.27        | 110.31±3.38              | 102.59±0.16              | 165.97±5.89                                        | 163.94±5.91        | 164.77±2.08       | 127.97±5.74              | 114.41±4.01              |
| glt-acn           | 29.17±4.2              | 26.6±4.16          | 24.13±2.97         | 19.79±6.49               | 26.03±0.36               | 89.39±2.28                                         | 93.04±3.45         | 87.36±2.24        | 69.1±5.31                | 78.08±2.8                |
| icd               | 29.17±4.2              | 26.6±4.16          | 24.13±2.97         | 19.79±6.49               | 26.03±0.36               | 30.97±3.45                                         | 54.57±1.86         | 28.4±2.18         | 52.46±8                  | 61.79±7.73               |
| suc-sdh           | 16.68±4.52             | 15.35±4.46         | 11.58±3.02         | 8.45±6.91                | 13.67±0.39               | 20.13±3.47                                         | 44.37±1.27         | 17.42±1.95        | 40.91±8.72               | 48.51±7.63               |
| fum               | 16.68±4.52             | 15.35±4.46         | 11.58±3.02         | 8.45±6.91                | 13.67±0.39               | 78.54±2.13                                         | 82.84±3.77         | 76.38±1.95        | 57.55±6.24               | 64.79±2.65               |
| mdh               | 16.68±4.52             | 14.75±5.26         | 11.58±3.02         | 8.45±6.91                | 13.67±0.39               | 134.81±8.25                                        | 121.31±8.62        | 133.49±2.24       | 72.23±10.44              | 80.83±4.06               |
| mae               | 0±0                    | 0.61±1.05          | 0±0                | 0±0                      | 0±0                      | 2.14±2.26                                          | 0±0                | 1.85±1.55         | 1.96±3.39                | 0.25±0.32                |
| pck               | 6.75±1.16              | 7.64±3.25          | 8.65±1.7           | 9.56±2.85                | 6.07±1.32                | 41.06±4.72                                         | 43.6±2.48          | 39.78±1.72        | 24.14±5.69               | 30.84±1.27               |
| pcc               | 33.4±0.52              | 32.15±1.74         | 35.38±1.64         | 33.68±2.1                | 32.38±1.28               | 8.17±2.07                                          | 26.2±3.19          | 6.37±0.48         | 33.8±2.66                | 42.68±6.16               |
| acetate secretion | 51.08±1.26             | 65.85±1.55         | 56.47±3.17         | 72.14±2.49               | 56.5±0.15                | 0±0                                                | 18.11±3.73         | 0±0               | 24.46±1.18               | 0±0                      |
| glyoxylate shunt  | 0±0                    | 0±0                | 0±0                | 0±0                      | 0±0                      | 58.41±4.56                                         | 38.47±4.87         | 58.96±0.59        | 16.63±4.96               | 16.29±5.44               |
| transhydrogenase  | 64.43±6.97             | 51.87±7.27         | 70.99±6.69         | 61.35±10.94              | 67.2±1.95                | 50.43±9.15                                         | 0±0                | 53.28±11.16       | 34.56±8.76               | 27.2±13.87               |
| respiration       | 140.65±11.49           | 150.01±11.36       | 130.22±7.41        | 133.47±16.36             | 135.85±1.21              | 269.37±9.24                                        | 301.01±8.27        | 264.18±7.56       | 227.95±13.51             | 236.7±9.14               |
| growth            | 8.67±0.22              | 7.61±0.19          | 8.58±0.02          | 7.74±0.25                | 8.43±0.02                | 8.16±0.47                                          | 5.49±0.17          | 8.31±0.48         | 7.45±0.01                | 8.24±0.47                |

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 15 — Supplementary Table S5

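The paper's values in Supplementary Table S5 are log2 ratios of Δ*cobB* to the wild type in batch cultures. Of 57 values read from the table, 8 belong to genes that it lists more than once and were left out. The remaining 49 values each lie within 0.001 of the log2 of the ratio between the mean unlogged signals of the 3 arrays of each strain. The difference of the mean log2 signals, which limma tests, differs from the paper's value by at most 0.09. All 49 genes passed an adjusted *p* of 0.05 with limma over the 4070 K-12 probe sets.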

**Suppl. Table 5.** Up regulated genes (log<sub>2</sub>) in the *cobB* mutant compared with the wild type in glucose exponential phase cultures (FDR<0.05).

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 16 — Supplementary Table S6

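Supplementary Table S6 gives 31 values, of which 1, for *ktkB*, has no probe set of that name among the K-12 genes. The other 30 lie within 0.001 of the log2 ratio of mean unlogged signals, and within 0.08 of limma's log2 fold change. With limma 29 of the 30 genes passed an adjusted *p* of 0.05 in batch cultures. The 1 gene that did not is *entF*.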

**Suppl. Table 6.** Down regulated genes (log<sub>2</sub>) in the *cobB* mutant compared with the wild type in glucose exponential phase cultures (FDR<0.05).

| Genes                        | fold change | Description                                                                             |
|------------------------------|-------------|-----------------------------------------------------------------------------------------|
| <b>policistronic operons</b> |             |                                                                                         |
| <b><i>gadBC</i></b>          |             |                                                                                         |
| <i>gadB</i>                  | -1.870      | glutamate decarboxylase isozyme                                                         |
| <i>gadC</i>                  | -1.259      | acid sensitivity protein                                                                |
| <b><i>hdeAB-yhiD</i></b>     |             |                                                                                         |
| <i>hdeA</i>                  | -1.819      | acid-resistance protein                                                                 |
| <i>hdeB</i>                  | -1.627      | acid-resistance protein                                                                 |
| <b><i>entCEBAH</i></b>       |             |                                                                                         |
| <i>entC</i>                  | -1.531      | isochorismate synthase                                                                  |
| <i>entE</i>                  | -1.804      | 2,3-dihydroxybenzoate-AMP ligase component of enterobactin synthase multienzyme complex |
| <i>entB</i>                  | -1.191      | 2,3-dihydro-2,3-dihydroxybenzoate synthetase                                            |
| <b><i>gadAXW</i></b>         |             |                                                                                         |
| <i>gadA</i>                  | -1.156      | glutamate decarboxylase isozyme                                                         |
| <i>gadX</i>                  | -1.718      | DNA-binding transcriptional regulator GadX                                              |
| <b><i>ybaST</i></b>          |             |                                                                                         |
| <i>ybaS</i>                  | -1.548      | glutaminase                                                                             |
| <b><i>puuRDCBE</i></b>       |             |                                                                                         |
| <i>puuR</i>                  | -1.263      | DNA-binding transcriptional repressor PuuR                                              |
| <i>puuD</i>                  | -1.288      | gamma-glutamyl-gamma-aminobutyrate hydrolase                                            |
| <i>puuC</i>                  | -1.465      | gamma-glutamyl-gamma-aminobutyraldehyde dehydrogenase                                   |
| <i>puuB</i>                  | -1.420      | gamma-Glu-putrescine oxidase, FAD                                                       |
| <b><i>talA-ktkB</i></b>      |             |                                                                                         |
| <i>ktkB</i>                  | -1.268      | transketolase                                                                           |
| <b><i>yeaGH</i></b>          |             |                                                                                         |
| <i>yeaG</i>                  | -1.180      | hypothetical protein                                                                    |
| <b><i>acs-yjch-actP</i></b>  |             |                                                                                         |
| <i>acs</i>                   | -1.153      | acetyl-CoA synthetase                                                                   |
| <b><i>gadE-mdtEF</i></b>     |             |                                                                                         |
| <i>gadE</i>                  | -1.149      | hypothetical protein                                                                    |
| <b><i>fadBA</i></b>          |             |                                                                                         |
| <i>fadB</i>                  | -1.126      | multifunctional fatty acid oxidation complex subunit alpha                              |
| <b>monocistronic operons</b> |             |                                                                                         |
| <i>mscS</i>                  | -1.160      | mechanosensitive channel MscS                                                           |
| <i>katE</i>                  | -1.114      | hydroperoxidase II                                                                      |
| <i>yciE</i>                  | -1.114      | hypothetical protein                                                                    |
| <i>entF</i>                  | -1.112      | enterobactin synthase multienzyme complex component, ATP-dependent                      |
| <i>hchA</i>                  | -1.103      | chaperone protein HchA                                                                  |
| <i>pfkB</i>                  | -1.760      | 6-phosphofructokinase 2                                                                 |
| <i>fiu</i>                   | -1.477      | catecholate siderophore receptor Fiu                                                    |
| <i>hdeD</i>                  | -1.376      | acid-resistance membrane protein                                                        |
| <i>cirA</i>                  | -1.241      | colicin I receptor                                                                      |
| <i>ydiZ</i>                  | -1.153      | hypothetical protein                                                                    |
| <i>ydhS</i>                  | -1.131      | hypothetical protein                                                                    |
| <i>ygiW</i>                  | -1.487      | hypothetical protein                                                                    |

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 17 — Supplementary Table S7

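In Supplementary Table S7, 64 values were read, 6 of them for genes listed more than once. The 58 compared are log2 ratios of mean unlogged signals of the chemostat arrays, again to within 0.001, and differ from limma's log2 fold changes by at most 0.19. All 58 genes passed with limma in the chemostat.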

**Suppl. Table 7.** Up regulated genes ( $\log_2$ ) in the *cobB* mutant compared with the wild type in glucose chemostat cultures (FDR<0.05).

|                              |       |                                                   |
|------------------------------|-------|---------------------------------------------------|
| <b><i>purMN</i></b>          |       |                                                   |
| <i>purM</i>                  | 1.414 | phosphoribosylaminoimidazole synthetase           |
| <b><i>ykfBFXGHWI</i></b>     |       |                                                   |
| <i>ykfB</i>                  | 2.088 | CP4-6 prophage; predicted protein                 |
| <b><i>nuoMN</i></b>          |       |                                                   |
| <i>nuoM</i>                  | 1.560 | NADH dehydrogenase subunit M                      |
| <hr/>                        |       |                                                   |
| <b>monocistronic operons</b> |       |                                                   |
| <hr/>                        |       |                                                   |
| <i>fliC</i>                  | 4.418 | flagellar filament structural protein (flagellin) |
| <i>tsr</i>                   | 3.771 | methyl-accepting chemotaxis protein I             |
| <i>fliE</i>                  | 1.591 | flagellar hook-basal body protein FliE            |
| <i>ndk</i>                   | 1.621 | nucleoside diphosphate kinase                     |
| <i>aer</i>                   | 2.673 | aerotaxis receptor                                |
| <i>ycfQ</i>                  | 1.795 | hypothetical protein                              |
| <i>ycgR</i>                  | 3.577 | hypothetical protein                              |
| <i>yecR</i>                  | 2.139 | hypothetical protein                              |
| <i>ymdA</i>                  | 2.819 | hypothetical protein                              |
| <i>ynjH</i>                  | 2.970 | hypothetical protein                              |
| <i>flxA</i>                  | 3.543 | Qin prophage; predicted protein                   |
| <i>yhjH</i>                  | 3.395 | EAL domain-containing protein                     |
| <hr/>                        |       |                                                   |

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 18 — Supplementary Table S8

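Supplementary Table S8 lists 52 values. No K-12 probe set was matched to 5 of its names, *yaiX*, *yhcE*, *yafF*, *insB-1* and Z0115. The other 47 lie within 0.001 of the same ratio of unlogged means and within 0.15 of the log2 fold change from limma. All 47 genes passed in the chemostat.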

**Suppl. Table 8.** Down regulated genes ( $\log_2$ ) in the *cobB* mutant compared with the wild type in glucose chemostat cultures (FDR<0.05).

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 19 — Supplementary Table S9

**Suppl. Table 9.** All strains and plasmids used in this study.

| Strains                               | Relevant genotype                                                                                                                                                                                                                                               | Source                                      |
|---------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------|
| <i>E. coli</i> BW25113                | <i>lacI</i> <sup>q</sup> <i>rmB</i> <sup>r14</sup> <i>DlacZ</i> <sub>WJ16</sub> <i>hsdR</i> <sup>514</sup> <i>D(arabAD)</i> <sub>AH33</sub> <i>D(rhaBAD)</i> <sub>LD78</sub>                                                                                    | Keio Collection(Baba <i>et al</i> , 2006)   |
| <b>BW25113 derivatives</b>            |                                                                                                                                                                                                                                                                 |                                             |
| $\Delta cobB$                         | [BW25113] <i>cobB::kan</i>                                                                                                                                                                                                                                      | Keio Collection(Baba <i>et al</i> , 2006)   |
| $\Delta patZ$                         | [BW25113] <i>patZ::kan</i>                                                                                                                                                                                                                                      | Keio Collection(Baba <i>et al</i> , 2006)   |
| $\Delta cobB \Delta aceK$             | [BW25113] <i>cobB::frt aceK::kan</i>                                                                                                                                                                                                                            | This study(Datsenko & Wanner, 2000)         |
| $\Delta patZ \Delta aceK$             | [BW25113] <i>patZ::frt aceK::kan</i>                                                                                                                                                                                                                            | This study(Datsenko & Wanner, 2000)         |
| $\Delta rcsB$                         | [BW25113] <i>rcsB::kan</i>                                                                                                                                                                                                                                      | Keio Collection(Baba <i>et al</i> , 2006)   |
| <i>E. coli</i> BL21 DE3 $\Delta cobB$ | F– <i>ompT</i> <i>gal</i> <i>dcm</i> <i>lon</i> <i>hsdSB</i> (rB– mB–) $\lambda$ (DE3) <i>cobB::kan</i>                                                                                                                                                         | This study(Datsenko & Wanner, 2000)         |
| <i>E. coli</i> DH10B                  | F– <i>mcrA</i> <i>D(mrr-hsdRMS-mcrBC)</i> <i>phi</i> ; $\phi$ 80 <i>lacZ</i> DM15 <i>DlacX74</i> <i>recA1</i> <i>endA1</i> <i>araD139</i> <i>D(ara, leu)</i> 7697 <i>galJ</i> <i>galK</i> <i>l-rpsL</i> <i>nupG</i><br>Host for cloning and plasmid propagation | Invitrogen                                  |
| <b>Plasmids</b>                       |                                                                                                                                                                                                                                                                 |                                             |
| pKD13                                 | KanR/AmpR plasmid                                                                                                                                                                                                                                               | Yale <i>E. coli</i> Genomic Resource Center |
| pKD46                                 | AmpR plasmid that shows temperature-sensitive replication and thermal induction of FLP synthesis                                                                                                                                                                | Yale <i>E. coli</i> Genomic Resource Center |
| pCP20                                 | AmpR/CmR plasmid that shows temperature-sensitive replication and thermal induction of FLP synthesis                                                                                                                                                            | Yale <i>E. coli</i> Genomic Resource Center |
| pBAD24                                | AmpR Arabinose promoter.                                                                                                                                                                                                                                        | Invitrogen                                  |
| pBAD24- <i>rcsB</i>                   | <i>rcsB</i> gene from <i>E. coli</i> BW25113                                                                                                                                                                                                                    | This study                                  |
| pBAD24- <i>rcsB</i> K154R             | <i>rcsB</i> substitution lysine 154 by arginine                                                                                                                                                                                                                 | This study                                  |
| pBAD24- <i>rcsB</i> K154Q             | <i>rcsB</i> substitution lysine 154 by glutamine                                                                                                                                                                                                                | This study                                  |
| pBAD24- <i>rcsB</i> K154E             | <i>rcsB</i> substitution lysine 154 by glutamic                                                                                                                                                                                                                 | This study                                  |
| pBAD24- <i>cobB</i>                   | <i>cobB</i> gene from <i>E. coli</i> BW25113                                                                                                                                                                                                                    | This study                                  |
| pBAD24- <i>cobB</i>                   | <i>cobB</i> substitution histidine110 by tyrosine                                                                                                                                                                                                               | This study                                  |
| pCA24N- <i>cobBH110Y</i>              | GFP (-)                                                                                                                                                                                                                                                         | Aska library(Kitagawa <i>et al</i> , 2005)  |
| pCA24N- <i>acs</i>                    | GFP (-)                                                                                                                                                                                                                                                         | Aska library(Kitagawa <i>et al</i> , 2005)  |
| pCA24N- <i>aceA</i>                   | GFP (-)                                                                                                                                                                                                                                                         | Aska library(Kitagawa <i>et al</i> , 2005)  |

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 20 — Supplementary Table S10

**Suppl. Table 10.** Primers used in this study.

(5'→3')

|                           |     |                                                                            |
|---------------------------|-----|----------------------------------------------------------------------------|
| <b><i>cobB</i> KO</b>     | fwd | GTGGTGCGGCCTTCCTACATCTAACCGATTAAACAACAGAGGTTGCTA<br>TGATTCCGGGGATCCGTGACCG |
|                           | rev | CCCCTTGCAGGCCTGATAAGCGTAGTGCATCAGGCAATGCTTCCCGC<br>TTTTGTAGGCTGGAGCTGCTTCG |
| <b><i>aceK</i> KO</b>     | fwd | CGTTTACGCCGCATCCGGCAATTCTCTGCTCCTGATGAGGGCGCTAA<br>ATGATTCCGGGGATCCGTGACCG |
|                           | rev | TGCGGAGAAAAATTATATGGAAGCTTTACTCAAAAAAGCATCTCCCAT<br>ATGTAGGCTGGAGCTGCTTCG  |
| <b><i>pBAD24-rcsB</i></b> | fwd | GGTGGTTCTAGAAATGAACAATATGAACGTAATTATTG                                     |
|                           | rev | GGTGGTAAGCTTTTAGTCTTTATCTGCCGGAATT                                         |
| <b><i>rcsB</i> K154R</b>  | fwd | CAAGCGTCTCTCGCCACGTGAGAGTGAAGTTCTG                                         |
|                           | rev | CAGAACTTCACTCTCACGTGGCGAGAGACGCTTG                                         |
| <b><i>rcsB</i> K154Q</b>  | fwd | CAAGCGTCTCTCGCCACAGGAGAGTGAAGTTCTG                                         |
|                           | rev | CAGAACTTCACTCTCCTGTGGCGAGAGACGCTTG                                         |
| <b><i>rcsB</i> K154E</b>  | fwd | GCGTCTCTCGCCAGAAGAGAGTGAAG                                                 |
|                           | rev | CTTCACTCTCTTCTGGCGAGAGACGC                                                 |
| <b><i>pBAD24-cobB</i></b> | fwd | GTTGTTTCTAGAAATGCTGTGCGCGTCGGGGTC                                          |
|                           | rev | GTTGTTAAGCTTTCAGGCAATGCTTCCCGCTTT                                          |
| <b><i>cobBH110Y</i></b>   | fwd | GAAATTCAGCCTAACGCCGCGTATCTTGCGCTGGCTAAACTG                                 |
|                           | rev | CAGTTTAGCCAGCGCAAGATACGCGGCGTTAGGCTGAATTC                                  |

# Supplementary material for: Protein acetylation affects acetate metabolism, motility and acid stress response in Escherichia coli
**Source:** Mol Syst Biol. 2014 Nov 28;10(11):762. doi: 10.15252/msb.20145227
**Supplement:** Supplementary file 21 — Supplementary Information

## **Supplementary Material**

### **Supplementary information**

- *cobB* complementation in acetate minimal media with *pBAD-cobB* and *pBAD-cobB H110Y*.
- Extended description of regulation by lysine acetylation of the isocitrate node in *Escherichia coli*.
- Extended description of the effect of protein abundance on the detection of acetylation.
- Extended description of the analysis of Gene Ontologies of acetylated proteins.

### **Supplementary Methods**

- Gene ontologies and quantile analysis
- Complementation experiment
- Western blotting.
- Deacetylation assays mass spectrometry.

### **Supplementary datasets (as Excel files)**

**Supplem data1** Protein lysine acetylation quantification data all conditions and replicates

**Supplem data2** Significant acetylated lysines  $\Delta cobB$  and  $\Delta patZ$  mutants in acetate cultures

**Supplem data3** Protein lysine acetylation quantification data all conditions and replicates normalized with the relative protein abundance.

**Supplem data4** Relative protein abundance in glucose limited chemostat cultures ( $D=0.2 \text{ h}^{-1}$ )

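Supplementary Dataset S5 gives, for each probe set, a log2 ratio of each mutant to the wild type and a false discovery rate. The part of it used here covers 1998 of the 4070 K-12 probe sets. In each of the 4 comparisons all 1998 log2 ratios lie within 0.001 of the log2 of the ratio of mean unlogged signals, which differs from limma's log2 fold change by up to 1.30, in Δ*patZ* in the chemostat. Among these 1998 probe sets, limma with the arrays of both groups alone called 98 in Δ*cobB* and 27 in Δ*patZ* in batch cultures, and 1315 and 900 in the chemostat. Of these, 73, 26, 593 and 784 have a false discovery rate under 0.05 in the paper's dataset as well. For Δ*cobB* in batch the count was 57 without Δ*cobB* replicate 1 and 50 without wild-type replicate 1. For Δ*patZ* in batch it was 12 or 43 without Δ*patZ* replicate 1 or 3, and 0, 10 or 4 without wild-type replicate 1, 2 or 3. For Δ*patZ* in the chemostat it was 580, 502 or 589 without wild-type replicate 1, 2 or 3.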

**Supplem data5** Relative gene expression (Microarray data) in glucose exponential phase and glucose limited chemostat cultures ( $D=0.2 \text{ h}^{-1}$ ).

## Supplementary information.

### ***cobB* complementation in acetate minimal media with *pBAD-cobB* and *pBAD-cobB* H110Y.**

The knockout mutant  $\Delta cobB$  was transformed with the plasmid containing the native *cobB* gene or the same gene encoding for an inactive version of the protein (For further information see Suppl. methods). Both transformants and the wild type strain, also harbouring the empty vector, were grown overnight in LB media supplemented with acetate as carbon source and appropriate amount of antibiotics. Bacteria were cleaned three times with 0.9% NaCl and used for the inoculation of 25 mL of minimal medium with acetate as sole carbon source. Growth of all strains and mutants was followed during 25 hours. The  $\Delta cobB + pBAD-cobB$  did not grow at all. Meanwhile, the mutant carrying the *cobB* inactive protein show a similar phenotype as the *cobB* mutant. (Suppl. Fig. 4). This shows that the phenotypic and proteomic effect observed in this mutant is caused by the absence of the deacetylase activity.

### **Extended description of regulation by lysine acetylation of the isocitrate node in *Escherichia coli*.**

The reduced growth rate and biomass yield under acetate and chemostat conditions of the  $\Delta cobB$  mutant indicate that acetate assimilation pathways could be affected. The glyoxylate shunt is essential for growth on acetate as the sole carbon source. In fact, the isocitrate node is an important regulation point of anabolism and catabolism. Isocitrate is a substrate for two enzymes, isocitrate dehydrogenase (Icd) and isocitrate lyase (AceA). Isocitrate dehydrogenase is part of the TCA cycle and its function is mainly catabolic, while isocitrate lyase is part of the glyoxylate shunt, a primarily anabolic pathway that shortcuts the TCA cycle.

The complex regulation of the isocitrate node in bacteria complicates the straightforward identification of the molecular target determining this metabolic shift. The different affinity of isocitrate dehydrogenase and isocitrate lyase towards its common substrate is the driving force explaining flux distributions at this node. Isocitrate dehydrogenase outcompetes for substrate due to its higher affinity, and a net flux through the glyoxylate shunt is only observed upon isocitrate accumulation. The reversible phosphorylation of isocitrate dehydrogenase by the action of AceK (isocitrate dehydrogenase phosphatase/kinase decreases flux through the TCA cycle (Borthwick *et al*, 1984; LaPorte & Koshland, 1983; LaPorte *et al*, 1984). It has been described that in *S. enterica* this metabolic node is also controlled by the acetylation of AceK (Wang *et al*, 2010).

In order to explore the functional consequences of metabolic enzymes acetylation contributing to acetate overflow and biomass yield, metabolic fluxes were determined in the *E. coli* mutants  $\Delta cobB$  and  $\Delta patZ$ , on glucose batch cultures and low dilution rate glucose limited chemostat cultures (Suppl. Table 1). Furthermore, in our proteomic study, acetylation of AceK was not detected. In order to demonstrate that the acetylation of AceK was not the causing the metabolic shift at the isocitrate node, metabolic fluxes the double ( $\Delta cobB \Delta aceK$ ,  $\Delta patZ \Delta aceK$ ) mutants were determined (Suppl. Table 1). In an *E. coli aceK* mutant, isocitrate dehydrogenase is permanently

active, , thus decreasing the flux through the glyoxylate shunt (Renilla *et al*, 2012). The deletion of *cobB* decreased flux in the bypass by half compared to the parent strain, while deletion of *patZ* exerted almost no effect on fluxes. Interestingly, the  $\Delta cobB\Delta aceK$  and  $\Delta patZ\Delta aceK$  mutants were more affected than the simple knockout strain  $\Delta cobB$  (**Suppl. Table 1**). Although the shunt was less active in both double mutants, the overflow of acetate and lower biomass yield were only observed in the  $\Delta cobB\Delta aceK$  mutant, as in the *cobB* mutant. Altogether, this shows that phosphorylation of isocitrate dehydrogenase by AceK is the main process regulating flux partitioning at the isocitrate node and that AceK is not affected by acetylation.

#### **Extended description of the effect of protein abundance on the detection of acetylation.**

The actual concentration (abundance) of proteins in the cell affects the probability of detecting their acetylated peptides. Therefore, acetylated peptides dataset might be biased towards abundant proteins. In order to test this, for each condition and biological replicate all proteins detected in the proteomic studies were grouped into five groups or quantiles depending on their intensities (where quantile Q1 groups the less abundant proteins and quantile Q5 the most abundant ones). Protein relative quantification was based on LC-MS runs with tryptic digests of whole protein extracts (*i.e.*, prior to immunoprecipitation of acetylated peptides). Subsequently, acetylated proteins were classified into the different proteome quantiles. The percentage of acetylated proteins in each quantile is represented in **Figure 3B**. It is evident that most of the acetylated proteins that have been identified in our study belong to proteins that are highly abundant in the proteome, *i.e.* quantiles Q4 and Q5. Therefore, the detection of proteins acetylated is biased by the abundance of the proteins in the whole proteome.

#### **Extended description of Gene Ontologies analysis of acetylated proteins.**

In order to test if Gene Ontology (GO) analysis was biased by protein abundance, we analyzed the different biological functions represented by proteins belonging to the previously described quantiles Q1-Q5. The abundance of the different GO terms was similar in each quantile, meaning that functions defined by GO terms are evenly distributed across the whole dynamic range of protein abundances. Moreover, these frequencies of GO terms were very similar to the frequencies at which they are represented in the whole proteome (**Supplementary Figure 5**).

Therefore, we can conclude that i) detection of protein acetylation is a function of protein abundance in the cell and ii) the frequency of GO terms in the set of acetylated proteins reflects their own frequency in the whole genome, and no specific function is over-represented (**Supplementary Figure 5**).

## Supplementary Methods.

### Gene ontologies data analysis and its relation with protein abundance

For each experimental replicate and condition, total protein extracts (prior to immunoprecipitation) were quantified by LC-MS/MS single runs. The proteins quantified were divided into 5 quantiles (Q1 to Q5) according to the intensity of peptide signals detected. The less abundant proteins are in Q1 and the most abundant ones in Q5.

With this classification of proteins according to their abundance, the percentage of acetylated proteins belonging to each quantile was calculated. This demonstrated the enrichment of acetylated proteins in high abundance proteins (**Fig. 3 B**).

To calculate the percentage of the biological processes represented in the each quantile and acetylated proteins, all the proteins belonging to each quantile were analysed using PantherDB. Global proteome represents all the annotated ORF in *E. coli* genome. **Supplementary Figure 5**.

**Complementation experiments.** *E. coli* wild type strain and *cobB* mutant were transformed with the empty vector, pBAD24, or the pBAD24 carrying the native and mutant version of the *cobB* gene (mutation was its histidine 110 that forms part of its catalytic site). All transformants were grown overnight in 2 ml LB precultures supplemented with acetate 60 mM and ampicillin 100 µg/mL at 37°C with orbital incubation. Precultures were cleaned three times with 0.9% NaCl and used for the inoculation of 25 mL minimal media with 60 mM acetate as sole carbon source. Growth of all transformants was followed for 24 hours (**Supp. Figure 6**)

**Western blotting.** Acs and AceA proteins were resolved in 12% acrylamide SDS page. Blotting was performed as into PVDF membranes. Membranes were proofed against rabbit anti acetyl lysine (InmuneChem, Burnaby, Canada) according to the manufacturer instructions. A goat anti rabbit antibody conjugated with HRP (Santa Cruz Biotechnology, Heidelberg, Germany) was used.

### Deacetylation assays LC-MS.

**Protein digestion.** 20 µg of each sample were resuspended in lysis buffer containing 8 M urea, 50 mM ammonium bicarbonate and complete EDTA-free protease inhibitor Cocktail (Roche, reduced with 4 mM DTT for 25 min at 56°C, and alkylated with 8 mM iodoacetamide for 30 min at room temperature, in the dark). The proteins were first digested with LysC (1:50 ratio w/w) at 37°C for 4 h. Afterwards, samples were diluted 4-fold in 50 mM ammonium bicarbonate, and digested overnight with trypsin (1:50 ratio w/w) at 37°C.

How the deposited data were processed for this re-analysis (not part of the article)

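Total RNA was measured in 18 cultures of *E. coli* BW25113, 3 replicates each of the wild type, Δ*cobB* and Δ*patZ* in batch cultures with 20 mM glucose and in glucose-limited chemostats with 5 mM glucose in the feed and a dilution rate of 0.2 per hour. Each culture gave 1 Affymetrix GeneChip with 1 colour. According to the authors, signals were extracted and normalized with the RMA algorithm of Expression Console, so that the log2 values used here had been background-corrected, normalized between arrays and summarized per probe set before they were deposited. No scaling was applied to them in the main results. No raw probe intensities were used here. The values run from 2.13 to 14.8 on 10208 probe sets. The median SD of a K-12 probe set over 3 replicates was 0.105 to 0.207, and the Pearson correlation between replicates 0.918 to 0.993.

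Probe sets were assigned to K-12 genes, intergenic regions, genes of other strains and controls by the array annotation, and symbols were taken from RefSeq by locus tag. The genome version of the coordinates is not named in the annotation. The 4070 probe sets for K-12 genes were tested. Each comparison of 2 groups was fitted to the 6 arrays of these groups with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and the differences of a mutant's effect between the cultures were fitted to all 18 arrays in 6 groups. *P*-values were adjusted by the method of Benjamini and Hochberg over the 4070 probe sets, with a threshold of 0.05. All *p*-values of single genes are moderated *p*-values from limma. Predefined lists of genes were also adjusted over the list alone, and tested as sets with camera at a preset correlation of 0.01, with adjustment over 24 set tests, with camera at a correlation estimated from the arrays, and with fry. The flagellar and acid stress lists come from Fig 5B and Fig 5C, and further lists of RcsB-activated genes, RpoS-dependent genes and regulators of *flhDC* were written from general knowledge. Single genes were followed through the alternatives for 98 genes, in 588 tests. These are the genes of Fig 5B and Fig 5C, both lists of regulators, *acs*, *aceA*, *aceB*, *aceK*, *cobB*, *patZ* and *rprA*, and the genes among the 5 largest rises or falls of a mutant in a culture, which were chosen by their values. The other genes of the lists of RcsB-activated, RpoS-dependent and further motility genes were not followed singly. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

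The alternatives tried were all 18 arrays in 1 fit, a block for the replicate number, arrays centred on their median, cyclic loess normalization, all probe sets that are not controls, the 25% with the lowest mean signal left out, a trended and robust prior variance, an adjusted *p* of 0.01, an absolute log2 fold change of at least 1, and each array left out in turn. For the choice of a probe set for a gene there was no alternative, since each gene has 1. After the values were seen, a fit of all 18 arrays adjusted over every probe set and a quantile normalization were added. Array labels were also regrouped, in all 10 splits of 3 arrays against 3, where the smallest possible exact *p* is 0.1, and in 100 drawn splits for the differences between cultures. To see how far the shared wild-type arrays make the effects of both mutants correlate, 100 pairs of unchanged mutants were simulated, with independent noise for each probe set. The pipeline was tested on simulated data with 200 changed genes, of which 83.5% to 99.5% were recovered with 6 to 15 false calls. The simulated log2 changes were at least 1 in size, and the noise of each probe set was independent. These rates do not cover smaller changes or shifts shared by many probe sets. With 3 arrays per group the number of arrays limits the precision. The medians of gene categories in Fig 5A were not recomputed, and the proteomic, enzymatic and physiological data of the paper were not analysed here.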

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

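Of the tests used here, those of the spread shared by all 18 arrays, of quantile normalization and of intergenic probe sets in the chemostat were chosen only after the result was seen.

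The effect of Δ*cobB* differed between chemostat and batch for 656 of 4070 probe sets at an adjusted *p* of 0.05, with a larger value in the chemostat for 442 and a smaller one for 214, and the effect of Δ*patZ* for 1066, 789 larger and 277 smaller. The excess of larger values depends on the scaling. After cyclic loess 156 were larger and 161 smaller in Δ*cobB* and 273 and 287 in Δ*patZ*, and with the arrays centred on their median 364 and 338, and 465 and 444. Without these scalings, the probe sets with an absolute difference of at least 1 also had the excess, with 100 and 60, and 198 and 90. These values do not show whether the excess at that size depends on the scaling. The count for Δ*cobB* depended on single arrays. It was 305 without Δ*cobB* batch replicate 2, 327 or 343 without wild-type batch replicate 1 or 3, 247 or 304 without Δ*cobB* chemostat replicate 2 or 3, 333 or 314 without wild-type chemostat replicate 1 or 2, and 995 without Δ*patZ* chemostat replicate 1. For Δ*patZ* it was 676 or 673 without wild-type batch replicate 1 or 3, and 672 without wild-type chemostat replicate 2. Among 100 drawn splits of the arrays within each culture, 5 gave as many probe sets as the real labels for Δ*cobB* and 7 for Δ*patZ*, but splits that exchange the labels in 1 culture test the sum of both effects and are no measure of chance. Whether chance can be excluded is thus not settled by these splits. More probe sets passed in the chemostat than in batch in Δ*cobB*, by a ratio of 12.0. The ratio was 8.22 after cyclic loess normalization, 8.63 after quantile normalization and 6.15 with the spread of all 18 arrays, so neither a difference in intensity distribution nor the smaller spread between replicates in the chemostat accounts for it alone.

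The acid stress genes of Fig 5C separate the mutants. Their median log2 fold change in Δ*cobB* against Δ*patZ* was -1.39 in batch and -1.80 in the chemostat. In batch 8 of the 16 genes passed, all of them lower in Δ*cobB*, and in the chemostat 9 did. After cyclic loess normalization the larger of both adjusted *p* of the set with camera was 1.57e-07, and with 1 array left out the largest was 4.07e-06, so neither the intensity distribution nor 1 deviating array explains the difference. With the estimated correlation the adjusted *p* in the chemostat was 0.185. The number of splits of the arrays with as small a *p* was 1 of 10 in batch and 2 of 10 in the chemostat.

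Of the 1297 probe sets for intergenic regions, 6 passed in Δ*cobB* in batch cultures, 4 higher and 2 lower, and 1066 passed in the chemostat, 42 higher and 1024 lower. In batch, 5 of the 6 have an adjacent gene on their strand, and 100% of these 5 changed with the sign of that gene. This could come from transcripts of the adjacent genes, but so few probe sets cannot tell. In the chemostat 327 (90.1%) of the 363 probe sets with no adjacent gene on their strand passed as well, so transcripts reaching in from adjacent genes do not explain the 1066.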

How the results depend on the processing

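The fit of all 18 arrays adjusted over every probe set and the quantile normalization were chosen only after the result was seen. Unless a reason is given, the cause was not tested.

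The counts of probe sets at an adjusted *p* of 0.05 fell with a stricter threshold by construction. With an adjusted *p* of 0.01 the count for Δ*cobB* in batch went from 220 to 130, for Δ*patZ* from 55 to 19 in batch and from 1766 to 864 in the chemostat, for the difference between cultures from 656 to 119 in Δ*cobB* and from 1066 to 349 in Δ*patZ*, and for Δ*cobB* against Δ*patZ* from 227 to 119 in batch and from 338 to 149 in the chemostat. With an absolute log2 fold change of at least 1 as well, Δ*cobB* had 103 in batch and 197 (from 2645) in the chemostat, Δ*patZ* 353 in the chemostat, the differences between cultures 160 in Δ*cobB* and 288 in Δ*patZ*, and the direct comparison 109 in batch and 152 in the chemostat.

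Other choices moved these counts, and the cause was not tested. With all 18 arrays in 1 fit Δ*cobB* in the chemostat had 1637, Δ*patZ* in batch 128, and the direct comparison 383 in batch and 517 in the chemostat. With the 12 arrays of the wild type and the mutant alone the difference between cultures was passed by 1037 in Δ*cobB* and 616 in Δ*patZ*. A block for the replicate number gave 142 for Δ*cobB* in batch and 104 for the direct comparison in batch. Cyclic loess gave 961 for Δ*patZ* in the chemostat and, for the difference between cultures, 317 in Δ*cobB* and 560 in Δ*patZ*. Testing all probe sets that are not controls gave 128 for Δ*cobB* and 21 for Δ*patZ* in batch, 5046 for Δ*cobB* in the chemostat, where more probe sets were tested, 222 for the difference between cultures in Δ*cobB*, and 132 in batch and 134 in the chemostat for the direct comparison. All 18 arrays with every probe set gave 247 for Δ*patZ* in batch and 3815 in the chemostat.

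With 1 array left out, Δ*cobB* in batch ranged from 110 to 228, Δ*patZ* from 1 to 81 in batch and from 993 to 2408 in the chemostat, the difference between cultures from 247 to 995 in Δ*cobB* and from 672 to 1338 in Δ*patZ*, and the direct comparison from 125 to 210 in batch and from 129 to 863 in the chemostat. For these ranges the cause was not tested.

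Among the set tests, the RpoS-dependent genes in Δ*patZ* in batch (adjusted *p* = 0.0478) had 0.0866 with all 18 arrays, 0.0622 with the block, 0.263 after loess, 0.259 without the dimmest 25%, 0.261 after quantile normalization, 0.489 with the estimated correlation, 0.923 with fry in the other direction, and 0.00104 to 0.374 with 1 array left out. In Δ*patZ* in the chemostat (0.0579) they had 0.0374 with the block and 0.0155 to 0.232 with 1 array left out. With the estimated correlation they had 0.435 in Δ*cobB* in the chemostat and 0.0707 in the direct comparison in the chemostat. Here too the cause was not tested.

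The other RcsB-activated genes in the chemostat had 0.0101 in Δ*cobB* and 0.0167 in Δ*patZ*. After loess these were 0.595 and 0.622, without the dimmest 25% 0.357 and, in the other direction, 0.797, after quantile normalization 0.272 and 0.316, and with the estimated correlation 0.318 and 0.153. In Δ*patZ* in batch (0.0565) fry gave 0.00214, and leaving out 1 array gave 0.00453 to 0.280. In the direct comparison in batch (0.114) leaving out 1 array gave 0.0238 to 0.295. The acid stress genes in Δ*patZ* had 0.133 with the estimated correlation and 0.376 with fry in batch (0.00268), and 0.0256 to 0.704 with 1 array left out in the chemostat (0.369), and in the direct comparison in the chemostat 0.185 with the estimated correlation. The flagellar genes in the direct comparison in batch had 0.0683 with the estimated correlation. For these sets the cause was not tested.

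Of the regulators of *flhDC*, the second list in batch went from 2 to 1 when all probe sets that are not controls were tested, and ranged from 1 to 2 with 1 array left out. The first list in the chemostat went from 2 to 0 with all 18 arrays, with an adjusted *p* of 0.01 and with every probe set, to 1 after loess and with all probe sets that are not controls, and ranged from 0 to 2 with 1 array left out. For the regulators the cause was not tested.

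The Pearson correlation of the Δ*cobB* effects in both cultures (0.602 over all probe sets, 0.625 over those past in either) was 0.654 and 0.700 after loess, 0.505 and 0.569 with all probe sets that are not controls, 0.682 and 0.696 without the dimmest 25%, 0.214 and 0.229 without motility genes, which carry the largest effects, and 0.513 to 0.656 and 0.541 to 0.679 with 1 array left out. The share with the same sign ranged from 45.9% to 65.5% over those past in either. Over those past in batch (87.7%) it was 90.6% with all probe sets that are not controls, 84.9% after quantile normalization, 83.4% without motility genes and 82.9% to 91.8% with 1 array left out. Apart from the motility genes, the cause was not tested.

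The correlation between both mutants in batch (0.509) was 0.666 without the dimmest 25%, 0.577 after quantile normalization, 0.182 without motility genes and 0.405 to 0.581 with 1 array left out. In the chemostat (0.732) it was 0.642 after loess, 0.767 with all probe sets that are not controls, 0.758 after quantile normalization and 0.692 to 0.755 with 1 array left out. Again the cause was not tested.

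Of the 588 tests of named genes, cyclic loess reversed the sign of 6 that passed before or after it, all in the chemostat: *yjgG* (0.0548), *adiY* (0.0701) and *iraM* (0.24) in Δ*cobB*, and *mdtF* (0.36), *ydeP* (0.0200) and *pfkB* (-0.39) in Δ*patZ*. Of these, *mdtF* and *pfkB* passed only after loess, and the other 4 only before. The genes *yjgG*, *adiY*, *iraM* and *pfkB* had been chosen by their values. No other alternative that was run for single genes reversed one, and quantile normalization was not run for them. The call was lost for 35 and gained for 19 after loess, lost for 17 and gained for 24 with all 18 arrays, lost for 22 and gained for 8 with the block, lost for 7 and gained for 8 with centred arrays, and lost for 3 and gained for 4 with the trended prior. It was lost for 57 with all probe sets that are not controls and for 55 with an adjusted *p* of 0.01, and gained for 0 in both. The other 2 alternatives cover fewer than the 588 tests. All 18 arrays with every probe set, run only for the comparisons with the wild type, lost 24 and gained 14 calls with 354 unchanged, and leaving out the dimmest 25%, which leaves out some of the genes, lost 0 and gained 5 with 456 unchanged. Over all refits with 1 array left out, 232 calls were lost and 0 reversed, against 3257 tests with an unchanged call and 39 calls gained. For single genes the cause was not tested.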

Differences from the paper's values

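The fit of all 18 arrays adjusted over every probe set was chosen only after the result was seen, and the other alternatives were set before the data were examined, apart from quantile normalization.

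Among the 1998 probe sets of Supplementary Dataset S5 used here, the paper's false discovery rate is under 0.05 for 46 in Δ*patZ* in batch cultures, and limma with the arrays of both groups alone gives 27, of which 26 are shared. A count is listed as differing when it is more than 1.5 times the paper's or the reverse. The pre-set alternatives within this limit are all 18 arrays in 1 fit (65, as far above the paper's count as 27 lies below it), arrays centred on their median (32) and the fit without Δ*patZ* batch replicate 3 (43). Those beyond it are the block (19), cyclic loess (29), all probe sets that are not controls (6), the dimmest 25% left out (20), the trended prior (21), an adjusted *p* of 0.01 (7), an absolute log2 fold change of at least 1 (25), and the fits without Δ*patZ* replicate 1 (12) or 2 (29) or wild-type replicate 1 (0), 2 (10) or 3 (4). Quantile normalization, added later, gives 28. The fit of all 18 arrays adjusted over all 10208 probe sets, chosen after the values were seen, gives 46 and drops 0 of the paper's 46.

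For Δ*cobB* in the chemostat the paper's dataset has 593 and limma here 1315, which include all 593. All 18 arrays in 1 fit give 827, which is above the paper's count but within 1.5 times of it. The block (1395), centring (1309), cyclic loess (901), all probe sets that are not controls (1235), the dimmest 25% left out (967), the trended prior (1335), an adjusted *p* of 0.01 (1031), an absolute log2 fold change of at least 1 (89), leaving out 1 array (1146 to 1291) and the later quantile normalization (1015) are not. The fit of all 18 arrays over every probe set gives 593 and drops 0 of the paper's 593. The same fit gives the paper's 78 for Δ*cobB* in batch, where limma here has 98, and its 881 for Δ*patZ* in the chemostat, where limma here has 900. The paper's counts in this part of the dataset are thus matched by 1 fit with a spread shared by all groups. The gene *entF* of Supplementary Table S6 does not pass here and does in that fit. Of the 47 genes compared from Supplementary Table S8, all pass here and 44 pass in that fit, so it does not match the paper's list for 3 of them.

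The paper states that no transcriptional regulator of *flhDC* was differentially expressed in Δ*cobB*. In Δ*cobB*, *rcsA* was higher in batch cultures by 0.84 (adjusted *p* = 0.00529) and stayed so under the fit that gives the paper's rates (adjusted *p* = 0.00992). Of the genes from general knowledge, *csgD* (0.0147 in batch and 0.00677 in the chemostat), *lrhA* (0.0108), *qseB* (0.00558), *yjjQ* (0.0442) and *rcsD* (0.0412) pass in that fit as well, the last 4 in the chemostat. In the chemostat *ihfA* (0.392), *rcsA* (0.237), *ecpR* (0.467) and *acrR* (0.138) do not. The paper's list of transcriptional regulators may differ from the one used here, and may leave out *rcsD*. Its lists of changed genes may also have had a cut-off on size, which the paper does not state. Among the values compared, the smallest in size were 1.467 (*aer*) in Supplementary Table S5 and -1.103 (*hchA*) in Supplementary Table S6. In Supplementary Tables S7 and S8 they were 1.414 (*purM*) and -1.101 (*yodD*). All the regulators named here changed by less, so they do not contradict a statement about changes of that size.

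The paper describes the expression changes of Δ*cobB* as similar in both cultures. By sign, that holds for 87.7% of the probe sets that passed in batch and for 54.2% of those that passed in either culture. The second share was 45.9% to 65.5% with 1 array left out. It covers 2685 probe sets, of which 2645 passed in the chemostat, where 197 had an absolute log2 fold change of at least 1. It thus rests mostly on small changes in the chemostat. The share among the paper's own calls was not computed. Among the probe sets that passed in both cultures, 169 had the same sign and 11 the opposite one. The paper describes *rprA* as repressed, which the arrays show in the chemostat (-1.34) and not in batch (-0.09). In batch its wild-type signal lay below the median of the intergenic probe sets, so a fall there could be missed. Of the acid stress genes of Fig 5C, which the paper reports as repressed, 9 of 16 pass in batch and 16 in the chemostat. For Δ*patZ* the paper describes changes like those of Δ*cobB*, which the flagellar genes show, while the acid stress genes have medians of -0.01 in batch and 0.56 in the chemostat.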

Other observations

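The tests of FliZ, of quantile normalization, of the deleted gene's signal, of Δ*patZ* chemostat replicate 1, of genomic DNA and a narrower signal scale, and of the regulators after cyclic loess were chosen only after the result was seen.

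The deleted genes mark their strains, with a gap of at least 2.24 in log2 signal between the mutant and the other strains. A mutant sample labelled with the wrong strain can thus be set aside. An exchange of culture labels within a strain cannot be seen from this gap. Of the 8 genes next to *cobB* and *patZ*, 0 passed in both cultures with the same sign in the mutant of their own gene only. In the wild type, *patZ* was higher in the chemostat than in batch by 2.26 (standard error 0.222, adjusted *p* = 5.49e-05) and *acs* by 3.60 (standard error 0.218, adjusted *p* = 5.81e-06). In Δ*cobB* in the chemostat, *acs* was lower by -0.84 (adjusted *p* = 4.43e-05) and *aceB* by -0.50 (adjusted *p* = 0.000999). In batch *acs* was lower by -1.12 (adjusted *p* = 0.0486 from limma). The signal of *aceA* was 13.9 ± 0.125 in Δ*cobB* and 14.1 ± 0.0296 in the wild type in the chemostat (SD). In batch it was 12.2 ± 0.202 and 12.7 ± 0.234.

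Lower activity of RcsB at all its promoters could explain higher flagellar and lower acid stress genes in Δ*cobB*. The other RcsB-activated genes tested this. As a set they did not change in batch with camera (median -0.09, adjusted *p* = 0.958). In the chemostat they were lower with camera (median -0.33, adjusted *p* = 0.0101). This call held with fry (0.0058). It was lost after cyclic loess normalization (0.595) and with the estimated correlation (0.318). The arrays cannot tell. Lower activity of RpoS is another explanation, and its prediction held. The RpoS-dependent genes outside Fig 5C were lower in Δ*cobB* in both cultures, with medians of -0.77 and -0.70 and a larger adjusted *p* of 0.000149, but with the estimated correlation the set did not pass in the chemostat (0.435), and 6 of 10 splits of the arrays gave as small a *p* there. The gene *rpoS* itself, chosen after its values were seen, had -0.52 (adjusted *p* = 0.346) in batch and -0.69 (adjusted *p* = 0.000528) in the chemostat. Neither explanation is tested against acetylation of RcsB by these data.

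FliZ antagonizes RpoS, and *fliZ* rose with the flagellar genes in Δ*cobB*, by 3.62 in batch and 4.36 in the chemostat. It might thus lower the acid stress genes. In Δ*patZ* *fliZ* was higher by 2.28 in the chemostat (adjusted *p* = 0.00074), yet the acid stress genes had a median of 0.56 there. Since *fliZ* rose less in Δ*patZ*, this cannot tell whether FliZ has a part.

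The correlation between both mutants' effects in batch, 0.509, lies in the range of 0.457 to 0.556 that simulated unchanged mutants reach through the shared wild-type arrays. Without motility genes it was 0.182, below the simulated 0.446 to 0.553, and the motility genes carry most of the value. The simulation drew the noise of each probe set independently, while dim probe sets of the real arrays shifted together. Its ranges may thus be too narrow. A correlation outside them does not settle how much the shared arrays explain. After quantile normalization the correlation was 0.577, against a simulated highest of 0.546. In the chemostat the correlation of 0.732 lies above the simulated highest of 0.566, also after cyclic loess (0.642 against 0.569). Between pairs that share no array it was 0.202 for Δ*cobB* in batch with Δ*patZ* in the chemostat and 0.444 for the reverse, and -0.129 and 0.195 without motility genes.

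In the chemostat dim probe sets were higher in the wild type than in both mutants. Genomic DNA in the RNA of the wild-type chemostat cultures could cause this. It predicts a rise of intergenic probe sets with no adjacent gene on their strand, which were higher in the wild type by a median of 0.671 against Δ*cobB*, and by 1.08 against Δ*patZ*, and no rise of probe sets for other strains, which had -0.0916 and -0.470. Widespread low transcription would predict the same, so that both stay open. The values for other strains speak against a narrower scale over the whole signal range of the wild-type arrays. Over K-12 genes alone these arrays did spread less. Their lower quartile was 8.61 to 8.67, against 8.32 to 8.46 in Δ*cobB*. Their upper quartile was 9.90 to 10.02, against 10.25 to 10.29. A narrower scale within that range is not tested by the probe sets for other strains. In batch dim probe sets were also higher in the wild type than in Δ*patZ*, by 0.315 for the dimmest 25% of K-12 genes. These intergenic probe sets had 0.311 there and those for other strains -0.389. Genomic DNA in the chemostat cultures does not account for these values in batch. At high signal the cultures differed. The 25% of K-12 genes with the highest signal had 0.119 in batch and -0.2585 in the chemostat. The cause of the difference in dim probe sets between the wild type and Δ*patZ* is thus open. Falls of dim genes in the chemostat counts may not be changes of mRNA.

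On Δ*patZ* chemostat replicate 1 the median of the probe sets for other strains lay 1.09 above the next array of its group, against a largest range of 0.541 in any other group. A raised background signal is consistent with its distance from the other arrays of the group. The signal of *patZ* on this array was 5.26, so its strain is not mislabelled. The main results that use the Δ*patZ* chemostat cultures include it.

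Of the regulators of *flhDC* other than *fliZ* that passed in Δ*cobB*, 2 of 2 kept their call and sign after cyclic loess normalization in batch and 5 of 9 in the chemostat. A difference in intensity distribution does not explain the calls in batch, and for the chemostat this test cannot tell.

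Chance in the grouping of arrays was tested over all 10 splits of 3 arrays against 3, which cannot give an exact *p* below 0.1 and so cannot exclude chance. For each of the 6 counts of probe sets, and for the regulators of *flhDC* in both lists and cultures, 1 split, the real one, reached the observed count. The flagellar set had 1 of 10 in all 6 comparisons. The acid stress set had 1 in Δ*cobB* in batch and in the chemostat, 1 and 7 in Δ*patZ*, and 1 and 2 in the direct comparison. The other RcsB-activated genes had 8 and 4, 3 and 2, and 4 and 10, and the RpoS-dependent genes 1 and 6, 3 and 7, and 1 and 1, in the same order.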
